# Important cardiac transcription factor genes are accompanied by bidirectional long non-coding RNAs

**DOI:** 10.1186/s12864-018-5233-5

**Published:** 2018-12-27

**Authors:** Yutaro Hori, Yoko Tanimoto, Satoru Takahashi, Tetsushi Furukawa, Kazuko Koshiba-Takeuchi, Jun K. Takeuchi

**Keywords:** Heart development, Long non-coding RNA, Haploinsufficiency, Bidirectional promoter

## Abstract

**Background:**

Heart development is a relatively fragile process in which many transcription factor genes show dose-sensitive characteristics such as haploinsufficiency and lower penetrance. Despite efforts to unravel the genetic mechanism for overcoming the fragility under normal conditions, our understanding still remains in its infancy. Recent studies on the regulatory mechanisms governing gene expression in mammals have revealed that long non-coding RNAs (lncRNAs) are important modulators at the transcriptional and translational levels. Based on the hypothesis that lncRNAs also play important roles in mouse heart development, we attempted to comprehensively identify lncRNAs by comparing the embryonic and adult mouse heart and brain.

**Results:**

We have identified spliced lncRNAs that are expressed during development and found that lncRNAs that are expressed in the heart but not in the brain are located close to genes that are important for heart development. Furthermore, we found that many important cardiac transcription factor genes are located in close proximity to lncRNAs. Importantly, many of the lncRNAs are divergently transcribed from the promoter of these genes. Since the lncRNA divergently transcribed from *Tbx5* is highly evolutionarily conserved, we focused on and analyzed the transcript. We found that this lncRNA exhibits a different expression pattern than that of *Tbx5*, and knockdown of this lncRNA leads to embryonic lethality.

**Conclusion:**

These results suggest that spliced lncRNAs, particularly bidirectional lncRNAs, are essential regulators of mouse heart development, potentially through the regulation of neighboring transcription factor genes.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-5233-5) contains supplementary material, which is available to authorized users.

## Background

Morphogenesis is a complex process in which appropriate cell types are differentiated and positioned at the right place and at the proper timing. The surprising reproducibility of developmental processes is underpinned by the robustness of the genetic program [1]. However, in spite of the high robustness under normal genetic conditions, the program can be easily collapsed by genetic abnormalities; for example, some genes require both alleles for proper function (i.e., haploinsufficiency) [2]. This type of fragility is frequently observed in mammalian heart development. In the heart, even a slight alteration of the program leads to congenital heart diseases (CHDs) and this fact is associated with the high frequency of CHDs, which is around one in one hundred births [3]. Genetic studies have shown that many of the transcription factor genes involved in the heart development are regulated in a highly spatiotemporal manner [4]. However, how such an intricate control of gene expression is achieved has not been well understood.

Comparative genomics have shown that the complexity of the body plan and the proportion of non-coding regions in the genome are positively correlated [5]. While most of the non-coding regions have previously been considered as “junk”, it is now accepted that some of them are necessary for the regulation of genes in a fine and complicated way [6]. Many evo-devo studies support this view, suggesting that the evolution of multicellular organisms was largely driven by the adjustments in transcriptional regulators, such as enhancer elements, rather than by functional evolution of protein-coding genes [7]. Recent advancements in genomics and transcriptomics have demonstrated that nearly half of the mammalian genome is actually transcribed into RNAs [8]. Long non-coding RNA (lncRNA) is an emerging class of RNA that is generally defined as RNAs longer than 200 nucleotides that lack the ability to produce functional proteins. Many of these molecules have been demonstrated to work as transcriptional or translational regulators [9]. Some lncRNAs are known to recruit epigenetic regulators to specific loci in the genome to modulate transcription. For example, a classical lncRNA, *Xist,* recruits Polycomb repressive complex 2 (PRC2) to the X chromosome in *cis* to inactivate one of the two X chromosomes to achieve dosage compensation [10]. Many lncRNAs studied thus far have been found to bind epigenetic factors and recruit them to defined genomic loci; however, not a small proportion of proposed lncRNA-PRC interactions have been suggested to be non-specific [11, 12]. Other lncRNAs function as post-transcriptional modulators of gene expression through the formation of duplexes with mRNA to inhibit translation by RNAi (i.e., antisense transcripts) [13], through the inhibition of miRNAs by working as so-called sponges [14] or by controlling splicing [15]. Although much attention has been paid to lncRNAs recently, the low conservation of sequences across species and the difficulty of determining their three-dimensional structures make it difficult to functionally and evolutionarily classify these molecules. Their biochemical characteristics (e.g., strong nonspecific binding to proteins) also make it difficult to dissect their precise molecular functions [12, 16]. Many lncRNAs show stage- and tissue-specific expression patterns, suggesting their roles in development [17].

Although several lncRNAs that function in mammalian heart development have been reported, the identification and characterization of lncRNAs in the mammalian heart are still insufficient [18–23]. Considering the regulatory nature of lncRNAs, they are thought to be key components in solving the aforementioned problems regarding the developmental fragility in mammalian hearts.

Here, we report that key cardiac transcription factors genes are located in close proximity to genes encoding lncRNAs. Interestingly, there are transcription factor and lncRNA pairs that are bidirectionally transcribed from the same promoter. We have focused on one lncRNA near *Tbx5*, which we call *Tbx5ua,* and showed that it is required for heart development. *Tbx5ua*-knockdown mice showed abnormally thin ventricular walls and were embryonic lethal.

## Results

### Identification of lncRNAs that are expressed during mouse heart development

To identify novel lncRNAs that are specifically expressed during heart development in mice, we extracted total RNA from the ventricles of embryonic day (E) 10.5 and E13.5 and 8 weeks-old mice and prepared cDNA libraries, that were subjected to paired-end 2 * 100 bp RNA-seq. The resulting read count was approximately 40 M reads for each sample. The obtained reads were mapped to the mouse genome (mm10) with Tophat2 [24], and the mapped reads were assembled using Cufflinks [25] with and without UCSC transcript annotations. Because many of the currently known functional lncRNAs are spliced and because it is difficult to confirm the existence of non-spliced transcripts unless they are expressed at very high levels, we focused on spliced lncRNA candidates in our analysis. We set the lower limit of expression at a fragments per kilobase of exon per million mapped fragments (fpkm) of 1, because above that level, the accuracy of the reconstruction of known transcripts without the transcript reference was sufficiently high (Additional file 1). We also checked if exons of known genes are mistaken as lncRNAs. We found that the direction of a majority of the lncRNAs that are located within 10,000 bp from known genes are in the opposite direction from them (225 vs 86), suggesting that such mis-annotations are rare.

From the assembled transcripts, already known mRNAs or functional RNAs that are not generally classified as lncRNAs (e.g., snoRNA and tRNA) were removed, and we also omitted RNAs that have CDS longer than 1/3 of their total length according to the standard of Ensembl, since they are potentially protein-coding transcripts. As a result, we were able to identify 787 candidates of spliced lncRNAs. To omit lncRNAs that are ubiquitously expressed without tissue specificity, we examined the expression of the obtained candidates in the mouse brain. Because the brain is an organ that diverges from the heart at a very early developmental stage and originates from the ectoderm, whereas the heart originates from the mesoderm, we used the brain as a reference organ. We here just wanted to exclude lncRNAs that are expressed with no tissue specificity and did not intended to find lncRNAs that are exclusively expressed in the heart since many genes are known to function differently according to the context of the tissues. The comparison revealed that 316 of the identified spliced lncRNA candidates were selectively expressed in the heart (Fig. 1a, Additional file 2: Table S1). We checked the expression of these genes in the kidney and the liver and found that only 34 were expressed in both of them, and 213 of them were expressed only in the heart. We found that some lncRNA candidates were expressed in a stage-specific manner, suggesting that they may have roles in heart development or maturation.

**Fig. 1:**
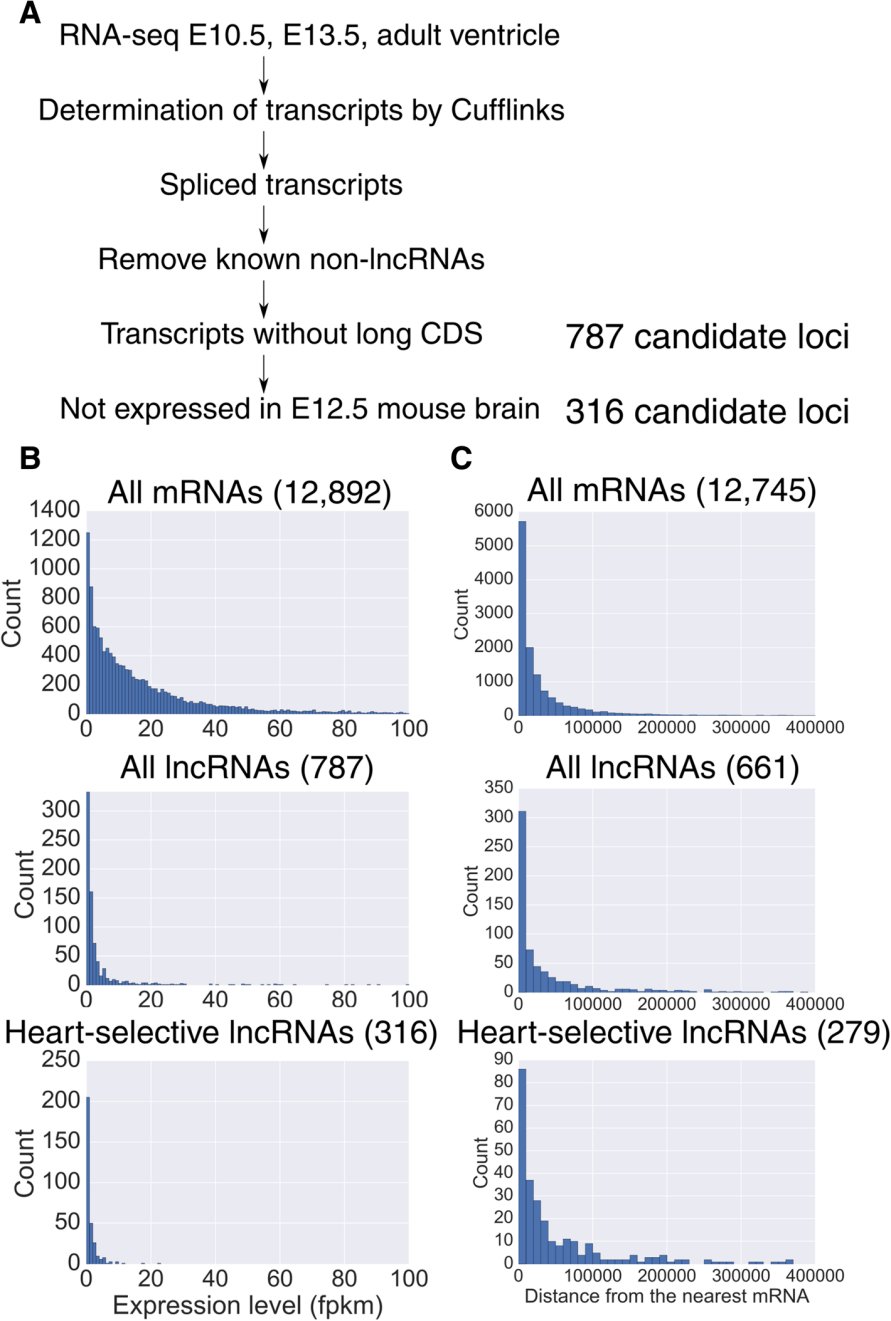
The screening procedure of lncRNAs. **a** The flowchart for the identification of lncRNAs expressed in the mouse heart. **b** The histograms of expression levels (fpkm) at E10.5. The number of genes expressed at E10.5 is shown in each parenthesis. The expression levels of lncRNAs are generally lower and lncRNAs with tissue-specificity rarely exceed 10 fpkm (red circle). **c** The distances from the nearest protein-coding genes were calculated and the distributions were plotted based on RNA-type. We require genes to be expressed in the ventricle at a minimum of one stage. The number of genes in each category is shown in the parenthesis. Heart-selective genes were generally located at greater distances

### Many of the cardiac transcription factor genes have neighboring lncRNAs

First, we plotted the distribution of the expression levels of the obtained lncRNAs at E10.5 along with that of mRNAs. Consistent with the previous reports, the expression levels of lncRNAs were much lower than those of mRNAs. Interestingly, almost no heart-selective lncRNAs had fpkm values higher than 10 (Fig. 1b). Since many lncRNAs are known to modulate the transcription of neighboring genes in *cis*, we tried to identify the neighboring genes of the identified lncRNAs. The distribution of the distances from the transcriptional start site (TSS) of lncRNAs to the nearest genes was examined (Fig. 1c). Overall, the distance distribution of all obtained lncRNAs seemed to be similar to that of mRNAs. However, heart-selective lncRNAs were unexpectedly found to be at greater distances to protein-coding genes. The median distances were 12,626, 12,024 and 22,522 for mRNAs, all lncRNAs and heart-selective lncRNAs, respectively (*p* ≈ 3.9 * 10^− 1^ for all lncRNAs vs. mRNAs; and *p* ≈ 8.4 * 10^− 8^ for heart-selective lncRNAs vs. mRNAs, Mann-Whitney U test). Next, we examined what types of genes were enriched among the genes closest to lncRNAs. To this end, we conducted a gene enrichment analysis on such protein coding genes using the DAVID bioinformatics tool (http://david.ncifcrf.gov/) [26] and found that transcription factor genes were enriched among genes near lncRNAs in the heart. We also found that the genes associated with heart development were more strongly enriched among the genes near heart-selective lncRNAs when compared to the genes near lncRNAs lacking tissue specificity (Tables 1, 2).

**Table 1:** Gene ontology analysis of the genes closest to all lncRNAs that are expressed in the heart

Term	Count	%	*p*-value
GO:0006355~regulation of transcription, DNA-templated	86	14.42	8.51E-10
GO:0006351~transcription, DNA-templated	72	12.07	2.09E-08
GO:0045944~positive regulation of transcription from RNA polymerase II promoter	44	7.38	5.85E-07
GO:0000122~negative regulation of transcription from RNA polymerase II promoter	33	5.53	1.31E-05
GO:0060348~bone development	8	1.34	9.50E-05

Transcription factor genes were enriched among the genes close to lncRNAs. GO terms with false discovery rate (FDR) < 0.05 were sorted by the enrichment *p*-value

**Table 2:** Gene ontology analysis of the genes closest to heart-selective lncRNAs

Term	Count	%	*p*-value
GO:0045944~positive regulation of transcription from RNA polymerase II promoter	40	9.70	2.26E-09
GO:0007507~heart development	19	4.61	1.97E-08
GO:0000122~negative regulation of transcription from RNA polymerase II promoter	31	7.52	6.80E-08
GO:0051891~positive regulation of cardioblast differentiation	5	6.55	1.65E-07
GO:0003151~outflow tract morphogenesis	8	1.94	8.14E-06
GO:0060413~atrial septum morphogenesis	5	1.21	3.01E-05
GO:0060347~heart trabecula formation	5	1.21	4.06E-05

Genes associated with heart development are strongly enriched among genes closest to lncRNAs that are selectively expressed in the heart. Similar terms were omitted

We next tried to identify antisense lncRNAs and lncRNAs from bidirectional promoters. Bidirectional promoters produce two transcripts in a head-to-head divergent manner and attract a lot of attention as important sources of lncRNAs. Preceding studies have revealed that many of them regulate the genes with which they share promoters. We evaluated lncRNAs that had their TSS within 3000 bp from the promoter of protein coding genes as lncRNAs driven by bidirectional promoters. Consistent with the result that the distance between heart-selective lncRNAs and their neighboring genes is generally greater than the distance between all lncRNAs and their neighboring genes, both antisense lncRNA and bidirectional lncRNA were enriched among lncRNAs that are expressed both in the heart and the brain (Fig. 2a) (Additional file 3: Table S2 and Additional file 4: Table S3). Some of the lncRNAs and neighboring genes were judged to be both antisense and bidirectional because of alternative promoter isoforms.

**Fig. 2:**
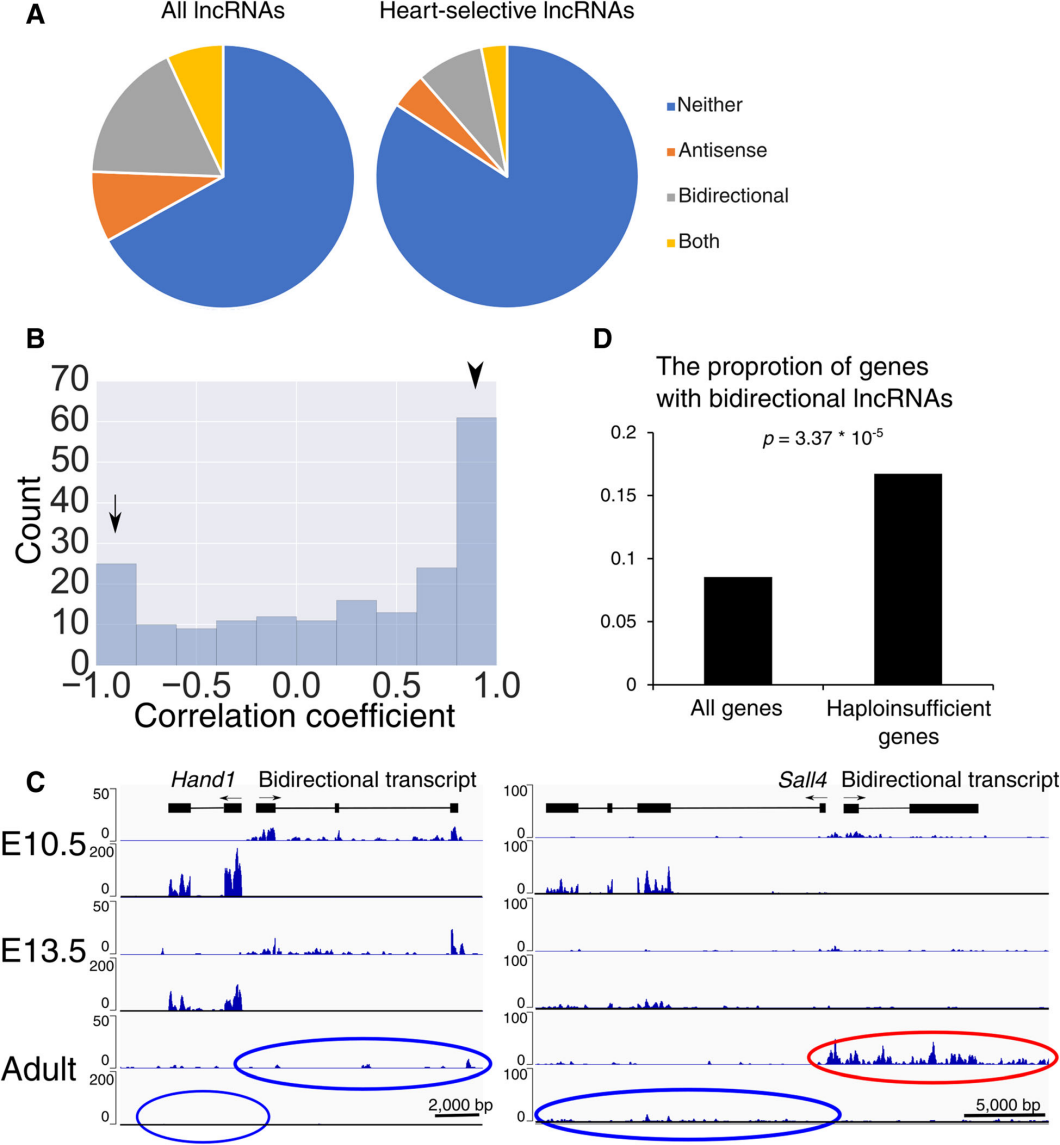
lncRNAs are enriched near genes that are important for heart development. **a** Classification of the lncRNA candidates found in the screen. Heart-selective lncRNAs are less likely to be bidirectional or antisense lncRNAs. Some lncRNAs were judged to be both antisense and bidirectional due to alternative promoter isoforms. **b** Distribution of the Pearson correlation coefficients between the bidirectional promoter pairs over the course of development. The arrow indicates a negative correlation and the arrowhead indicates a positive correlation. **c** *Hand1* shows a correlated expression pattern with its bidirectional lncRNA (left), while *Sall4* exhibits the opposite trend (right). **d** The proportion of genes that possess bidirectional lncRNAs in the mouse were examined by referring to RefSeq and a paper that identified haploinsufficient genes. Bidirectional lncRNAs were significantly enriched among haploinsufficient genes

Next, in order to clarify the relationship between mRNAs and their bidirectional lncRNAs, we calculated Pearson correlation coefficients between the log2-transformed expression levels of the bidirectional promoter pairs over the course of development. The distribution of the correlation coefficients is plotted in Fig. 2b. Many gene pairs clearly show positive or negative correlation, and the positive correlation appears to be dominant (Fig. 2c).

By searching the protein coding genes that are close to lncRNAs, we found many transcription factor genes that have critical functions for heart development (i.e., *Tbx5, Tbx20, Nkx2–5, Gata4, Gata6, Sall4, Hand1, Hand2, Wt1, Nr2f1, Irx3* and *Irx5*). Notably many of these lncRNAs were bidirectional lncRNAs (i.e., *Tbx5, Tbx20, Nkx2–5, Gata6, Sall4, Hand1, Hand2, Wt1, Nr2f1, Irx3* and *Irx5*). Some of these lncRNAs (e.g., those divergent to *Irx5, Gata6 and Wt1*) are expressed in the kidney or in the liver, and in such cases divergent genes are also expressed, suggesting that the expression of bidirectional pairs are correlated not only temporally but spatially. We examined the conservation of these lncRNAs near transcription factors by searching the RefSeq database and found that at least some lncRNAs were conserved in the human genome (*Tbx5, Nkx2–5, Hand2, Gata6, Wt1* and *Nr2f1*) (Additional file 5) and that the bidirectional lncRNA to *Tbx5* (*Lnc125*) was even conserved in chicken, which diverged from mammals 400 million years ago. Here, we judged bidirectional lncRNAs to be conserved solely based on the existence of transcripts at the corresponding loci, since the sequences of lncRNAs are known to evolve rapidly.

Because haploinsufficient transcription factor genes seem to be highly enriched among the genes that are in close proximity to divergent lncRNAs, we determined whether the enrichment was limited to the heart or whether it was more generally true [27, 28]. Using the mouse RefSeq transcript database (GRCm38.p3) and a paper that comprehensively identified haploinsufficient genes, we tried to determine the proportion of genes with bidirectional lncRNAs among all genes and among haploinsufficient genes [29] (Additional file 6: Table S4). We indeed found that haploinsufficient genes were significantly more enriched among genes with bidirectional lncRNAs (*p* = 3.4 * 10^− 5^ based on hypergeometric distribution) (Fig. 2d). To exclude the possibility that the tissue specificity of bidirectional lncRNAs and haploinsufficient genes generates pseudo-correlations, we calculated the proportion of housekeeping genes among all genes and among haploinsufficient genes and showed that the proportions were not significantly different (Additional file 7) [30].

Generally, the conservation of lncRNAs across species is very low compared to protein-coding transcripts. However, the *Tbx5*-divergent lncRNA is observed among a wide range of species. *Tbx5* is also a dosage-sensitive gene [27]. These findings prompted us to examine the function of the *Tbx5*-divergent lncRNA.

### Analysis of the *Tbx5*-divergent lncRNA

*Tbx5* is a transcription factor that is known to be essential for the development of the heart and forelimb. Holt-Oram syndrome is a dominant disorder caused by a single-allele mutation of *TBX5* and is characterized by hypoplasia of the forelimb, abnormalities in the thumb, and atrial and/or ventricular septal defects [31–33]. Importantly, the phenotypes of Holt-Oram syndrome show a high degree of variance, indicating that the dose of *TBX5* is crucial in normal heart development [34].

Hereafter we will call this lncRNA as *Tbx5 upstream antisense product* (*Tbx5ua*). *Tbx5ua* homolog is present in human genome annotation and it is named *TBX5-AS1* (Additional file 5). When compared with humans *TBX5-AS1* the sequence of *Tbx5ua* is relatively well conserved at the 5′ region, although it is hard to judge if this conservation is the consequence of functional demand since both the promoter and enhancer elements also exhibit a high degree of conservation (Additional file 8). *Tbx5ua* is transcribed from one of the promoters of *Tbx5* in the opposite direction and overlaps with the intron of one of the *Tbx5* isoforms (Fig. 3a, RefSeq: XM_006530282.3, isoform 1). RNA-seq data and RefSeq genomic annotation suggest that *Tbx5ua* is alternatively spliced, producing several isoforms (Fig. 3a, Additional file 9). In Fig. 3a, we labeled isoforms that were identified in our RNA-seq experiment in at least one stage. Reanalysis of previously published intact/nuclear RNA-seq of cardiomyocytes revealed that *Tbx5ua* is not clearly localized (Fig. 3b) [35]. Previous study reports that quite a few lncRNAs actually exhibit this type of non-localized expression patterns [36].

**Fig. 3:**
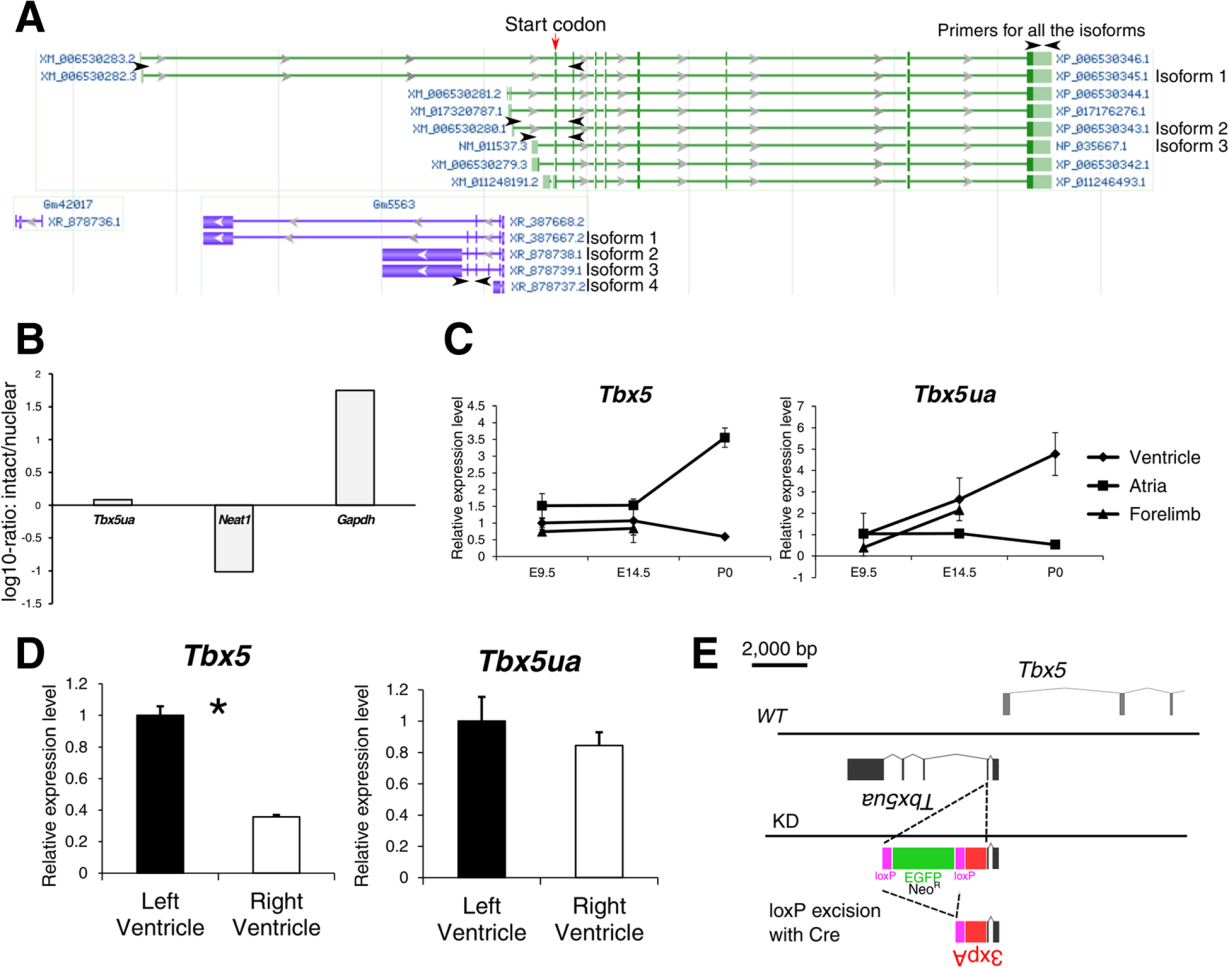
Different expression patterns of *Tbx5ua* and *Tbx5.* **a** RefSeq genome annotation of *Tbx5* locus. The isoforms of *Tbx5* and *Tbx5ua* that were identified in our RNA-seq analysis were labeled with isoform numbers. The qPCR primers used to quantify *Tbx5* and *Tbx5ua* are indicated as arrowheads. **b** The log10-ratios of intact/nuclear RNA abundances. *Gapdh* and *Neat1* serve as controls for cytoplasmic and nuclear localized RNA, respectively. **c** The expression levels of *Tbx5* and *Tbx5ua* during development as determined by qRT-PCR. In the ventricle, the expression level of *Tbx5ua* is increased with the progression of development while that of *Tbx5* is decreased (*n* = 3). **d** The expression levels of *Tbx5* and *Tbx5ua* in the left and right ventricles at E11.5 as determined by qRT-PCR. Unlike *Tbx5*, *Tbx5ua* was equally expressed in both ventricles (n = 3, *: *p* < 0.05, Welch's *t*-test). **e** Schematic diagram of the *Tbx5ua* knockdown experiment. Three tandem copies of bovine growth hormone polyadenylation signal were inserted along with the neomycin resistance gene (*Neo*^*R*^) or *EGFP*. The selection markers were subsequently removed with cell-permeable Cre recombinase

We first quantified the expression level of the transcript in the heart ventricle, atrium and forelimb during normal development by quantitative RT-PCR (Fig. 3c). We found that the expression level of *Tbx5ua* was increased in the ventricle as development progressed, which was inconsistent with the expression pattern of *Tbx5*. We also examined the expression level of the *Tbx5* isoform that is also transcribed from the bidirectional promoter (Isoform 2, RefSeq: XM_006530280.1). The expression level of that isoform was stable during the entire developmental process, which was also different from the expression pattern of *Tbx5ua* (Additional file 10). Next, we compared the expression level of the lncRNA in both of the ventricles at E11.5 because it is well-known that the expression level of *Tbx5* is higher in the left ventricle than in the right ventricle and that the steep gradient is crucial for establishing a proper ventricular septum [37, 38]. We observed that *Tbx5ua* expression was almost the same between the left and right ventricles at E11.5, while we confirmed the differential expression level of *Tbx5* (Fig. 3d). These results suggest that *Tbx5ua* is not just a byproduct of *Tbx5* and is regulated separately as a different product.

### *Tbx5ua*-knockdown (KD) mice were embryonic lethal with severe abnormalities in the heart

To determine the function of *Tbx5ua*, we knocked down both alleles of *Tbx5ua* by inserting three tandem copies of bovine growth hormone polyadenylation site (3xpA) at the second exon to prematurely stop transcription in C57BL/6 J-derived ES cells using the CRISPR/Cas9 system (Fig. 3e) [39]. By tetraploid complementation, we obtained completely ES cell-derived mouse embryos from two ES cell lines and their phenotypes were consistent between lines. The expression level of *Tbx5ua* in E9.5 KD mice was strongly repressed to approximately 1/10 of that in control embryos, showing successful knockdown (Fig. 4a). Although the expression levels of *Tbx5* and *Tbx5ua* seemed to be anticorrelated in the heart during development (Fig. 3c), KD of *Tbx5ua* did not result in the increase of *Tbx5* expression level. We also showed that the expression levels of the different *Tbx5* isoforms that are transcribed from all three promoters were not significantly changed (Additional file 11).

**Fig. 4:**
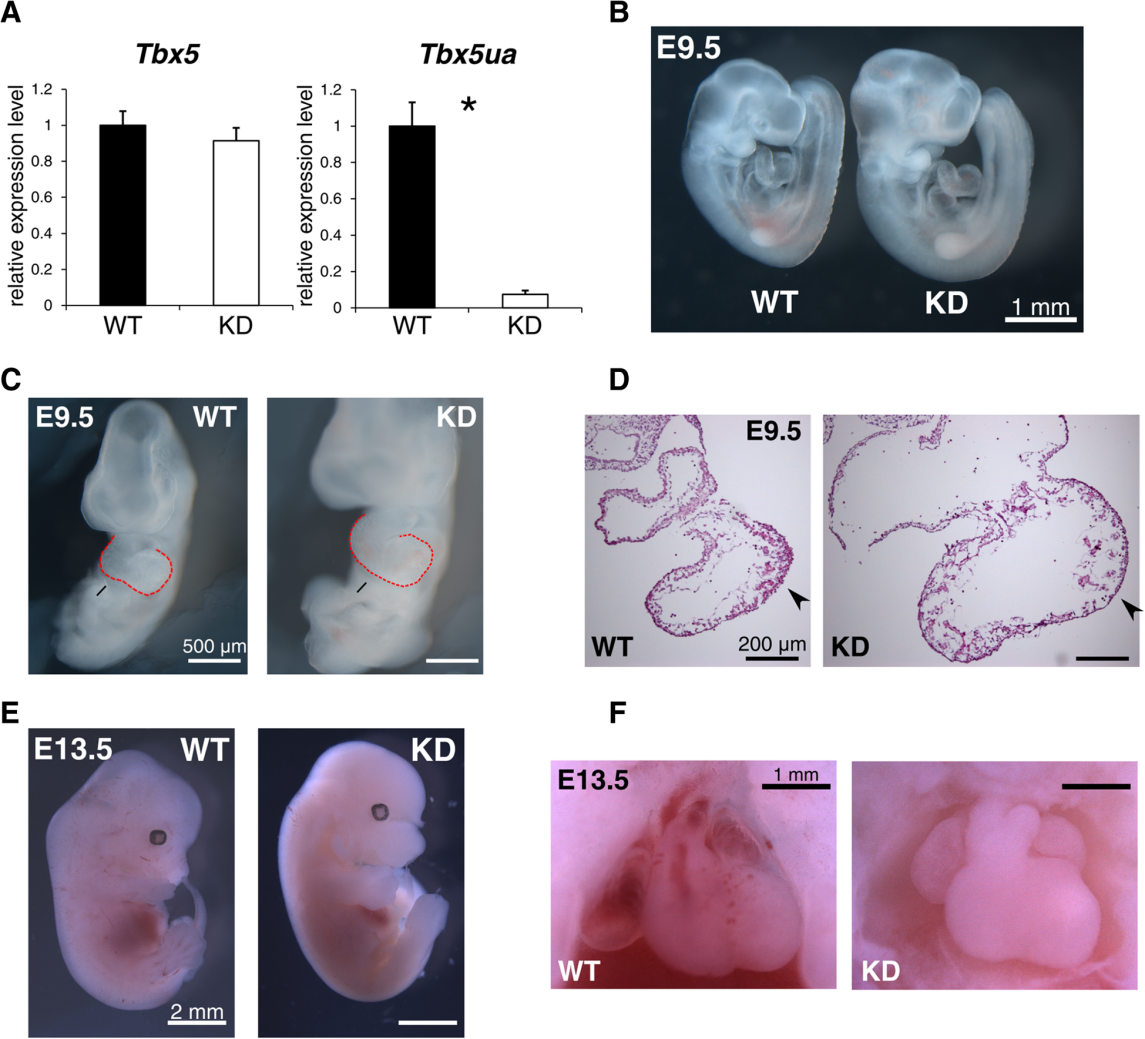
The phenotype of *Tbx5ua* KD chimeric mice. **a** qRT-PCR of *Tbx5ua* and *Tbx5* in E9.5 chimeric mice that were derived from WT and KD ES cells (*n* = 4, * *p* < 0.05, Welch's *t*-test). *Tbx5ua* was successfully knocked down. **b**, **c**, **d** The morphology of E9.5 chimeric embryos. KD embryos show right ventricular hypoplasia (**c**). The ventricular walls of KD embryos appeared abnormally thin (**d**). **e**, **f** The body size and forelimb of KD embryos appeared to be normal in E13.5 chimeric mice, whereas KD embryos showed severe heart defects, including a hypoplastic right ventricle

Chimeric KD embryos showed right ventricular hypoplasia at E9.5 (Fig. 4b, c, Additional file 12A). Hematoxylin and eosin (HE) staining of the cryosections showed that the ventricular walls of E9.5 KD mice were irregular and lacked trabeculae at some parts in the ventricle (Fig. 4d, Additional files 12B and 13). None of the embryos showed a visible abnormality in the forelimbs, which is observed in *Tbx5*-deficient embryos. By E13.5, all of the KD embryos were dead with a pale body (Fig. 4e). The hearts showed severe ventricular hypoplasia (Fig. 4f), which was probably the cause of the lethality. The forelimbs seemed completely normal even at this stage, which was a significant difference between the phenotype of the *Tbx5ua* KD mice and that of the mouse model of Holt-Oram syndrome (i.e., *Tbx5* heterozygous knockout) (Fig. 4e). The phenotypes among KD embryos were similar and heart-specific, suggesting that they are attributed to genomic modification. In situ hybridization of *Tbx5* revealed normal mRNA expression in the KD ventricle (Additional file 14A). In situ hybridization of *Nppa*, which often shows altered expression pattern in embryos with abnormal morphogenesis, showed an expanded expression around the pre-ventricular septal region of KD embryos (Additional file 14B).

To comprehensively investigate the genes affected by *Tbx5ua* knockdown, we performed RNA-seq with the RNAs extracted from the ventricles of tetraploid chimeric embryos derived from either KD or WT ES cells. 

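The RNA-seq compared ventricles at E9.5 from 3 WT embryos and 3 KD embryos. In tetraploid complementation the embryo proper derives from the injected ES cells, so the embryos of a group carry the genotype of the ES cells they came from. The paper's text does not say which ES cell lines gave the embryos sequenced here. Differences between ES cell lines other than the knockdown could go with the groups, and the spread between embryos need not measure them. In the KD group both alleles of Tbx5ua carry inserted polyadenylation signals that end its transcription early. Smart-Seq2 copies RNA into full-length cDNA and amplifies it by PCR, which allows libraries from small amounts of RNA. The authors deposited 1 table from Cuffdiff, a program that estimates the expression of each gene in each group and tests the difference between the groups. The table gives 1 FPKM value (fragments mapped to a gene, scaled to transcript length and to the number of fragments mapped) for the WT embryos together and 1 for the KD embryos together, the latter under the name KO. It gives no value for single embryos, so the spread between embryos enters only through the authors' Cuffdiff test, and no SD can be given. It also gives no read counts or library totals, so the depth of each library is unknown. Of the 23284 genes listed, Cuffdiff tested 12775. A further 10507 genes were listed as not tested, and 2 genes, one of them Actc1, were listed as having too many reads to test. In both groups 5901 genes were listed at 0. The FPKM values summed to 859452 in WT and 877889 in KD, and the 10 highest genes held 10.1% of the sum in WT and 10.2% in KD. Actc1 has a 0 in both groups in place of a measured value, so the sums and the 10 highest genes leave it out. The median log2 fold change of the tested genes, KD over WT, was 0.01. The q-values in the authors' deposited table equal Benjamini-Hochberg adjusted p-values over the tested genes to within 5.2e-07. The smallest p in the authors' deposited table was 5e-05, and 68 genes shared it, so these genes cannot be ranked by p. They share the smallest q of 0.00939. Gene positions are those of the table, on mouse genome build GRCm38 (mm10). Of 22760 genes matched by symbol to the GENCODE annotation of that build, 99.0% overlapped the annotated gene. Tbx5ua itself is not analysed here, so the targeted gene could not be used to check the labels of the groups.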

We used three embryos for each group and used the Smart-Seq2 protocol to generate libraries from the small amount of RNA. By gene ontology analysis, we found that the genes involved in heart development were significantly enriched among the genes that were determined to be significantly changed (False Discovery Rate; FDR < 0.10, Additional file 15A). However, none of the structural genes that are important for cardiomyocyte contraction were changed (Additional file 15C), suggesting the possibility that *Tbx5ua* has a critical role in morphogenesis rather than in cell differentiation. 

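At an FDR below 0.10, the authors' deposited table called 212 of the 12775 tested genes, 128 of them higher and 84 lower in KD ventricles. At an unadjusted p under 0.05 it holds 1322 genes. With an FDR below 0.05 in place of 0.10 the number of called genes was 122, and with an absolute log2 fold change of at least 1 as a second criterion it was 75, the lowest of the alternatives. Among called genes with an FPKM of at least 1 in both groups, the largest rises in the authors' deposited table were those of Aldh1a1 (log2 fold change 1.67), Tubb1 (1.62), Itga4 (1.60), Gm10664 (1.60) and Gas1 (1.51). Itga4 shares its locus in that table with Cerkl, so its value is less certain. The largest falls in the authors' deposited table were those of Lhfpl1 (log2 fold change -1.63), Gca (-1.26), Cyp26b1 (-1.17), Bmp4 (-1.14) and Amph (-1.11). The gene ontology annotation was not used here. In its place stood a list of 92 genes of heart development, of which 88 were tested. Of these, 11 were called at an FDR below 0.10, where 1.46 would be called if calls fell evenly over the tested genes (odds ratio 8.87, one-sided Fisher's exact test, p = 2.12e-07). Adjusted over the list alone, 19 of the 88 genes were below 0.10. The test treats genes as independent, which genes expressed in the same cells are not. The odds ratio moved the most at an FDR below 0.05, to 14.4 (one-sided Fisher's exact test, p = 1.05e-08). It was lowest when the list left out the genes that also mark a cell type, which gave 6 of 71 genes and an odds ratio of 5.60 (one-sided Fisher's exact test, p = 0.00114). Of the 11 genes, 7 were higher and 4 lower in KD. Tcf21, a transcription factor gene on chromosome 10 from 22817275 to 22820128, had a group value of 11.9 FPKM in WT and 25.5 FPKM in KD in the authors' deposited table, a log2 fold change of 1.10 with q = 0.00939. Irx5, on chromosome 8 from 92357796 to 92361456 and among the transcription factor genes with a bidirectional lncRNA, rose from 7.14 to 14.6 FPKM in the authors' deposited table, a log2 fold change of 1.03 with q = 0.00939. The other genes higher in KD in the authors' deposited table were Nr2f2 (log2 fold change 1.04), Tbx18 (0.92), Sox9 (0.84), Hey1 (0.80) and Gja5 (0.79). Bmp4, a signalling molecule gene on chromosome 14 from 46379524 to 46390599, had 6.52 FPKM in WT and 2.96 FPKM in KD, with q = 0.0298 in the authors' deposited table. The other genes lower in KD in the authors' deposited table were Foxh1 (log2 fold change -0.83), Wnt2 (-0.73) and Mycn (-0.43). Mycn had the highest q of the 11 genes in the authors' deposited table, 0.0803, and was not called at an FDR below 0.05.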

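The paper's text does not name the structural genes it examined. A list of 32 genes of the sarcomere and its attachments was used, of which 31 were tested. Actc1, the cardiac actin gene, was listed by Cuffdiff as having too many reads and has no value. In the authors' deposited table 0 of the 31 genes were called at an FDR below 0.10, where 0.514 would be called if calls fell evenly over the tested genes (two-sided Fisher's exact test, p = 1). With only 0.514 calls expected, this test could not have shown a shortage of calls. Adjusted over the list alone, 0 genes were below 0.10, and at an unadjusted p under 0.05 there were 3 genes, Acta1, Myoz2 and Xirp1. When only genes with an FPKM of at least 5 in either group were kept, 1 of 30 was below 0.10 adjusted over the list alone. The lowest q of the list in the authors' deposited table was 0.144, for Xirp1. The list spans a wide range of expression. In the authors' deposited table Myl7, the highest of the 31 tested genes in WT, had 13643.1 FPKM in WT and 12907 FPKM in KD. Myl2 had 10924 FPKM in WT and 12702 FPKM in KD, and Tnnt2, on chromosome 1 from 135836386 to 135852261, had 1842 FPKM in WT and 1807 FPKM in KD. Ttn, on chromosome 2 from 76703984 to 76982547, had 9.49 FPKM in WT and 8.62 FPKM in KD in the authors' deposited table. The log2 fold changes in the authors' deposited table ran from -0.40 for Xirp1 to 0.36 for Myoz2. Of the 31 genes 24 were lower and 7 higher in KD. Their median log2 fold change was -0.08, at percentile 0.04 of 10000 random lists of the same size matched on mean expression, a description in which genes are not independent replicates. 2 other lists moved the count. In a Reactome set for striated muscle contraction 1 of 25 tested genes was called, Actn3, and with a list of calcium handling genes added 1 of 39 was called, Pln, which shares its locus in the table with Gm9766. Adjusted over the list alone, each of these held 2 genes below 0.10. From the structural genes it reports as unchanged, the paper proposes, as a possibility, that Tbx5ua has a critical role in morphogenesis rather than in cell differentiation.

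**Figure D1:**
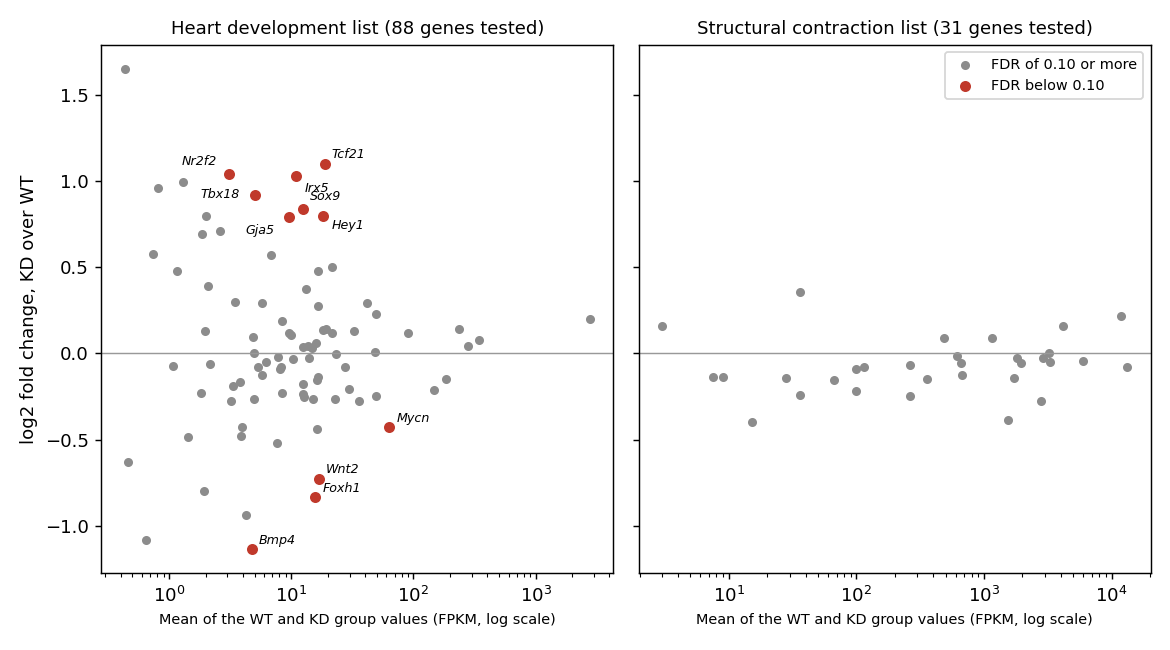
Log2 fold change (KD over WT, vertical axis) against the mean of the WT and KD group values in FPKM (horizontal axis, log scale) for the tested genes of the heart development list (left, 88 genes) and of the structural contraction list (right, 31 genes). Each point is 1 gene, and red points are below an FDR of 0.10 in the authors' deposited table, 11 on the left and 0 on the right.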

Finally, we conducted principal component analysis (PCA) on the RNA-seq data (Additional file 15D). The two groups were evidently distinguished only by considering the first principal component.

## Discussion

In this study, we found that many cardiac transcription factor genes have neighboring spliced lncRNAs, especially bidirectional ones. The clear correlation of the expression levels of some bidirectional pairs suggests their regulatory roles. A typical example of such lncRNAs is *Upperhand*, which is divergent to *Hand2* [18]. The transcription of *Upperhand* but not the mature transcripts were shown to be necessary for the transcription of *Hand2* by altering the local epigenetic environment. Many lncRNAs are known to regulate local transcription through the recruitment of epigenetic-altering protein complexes. Since the expression level of transcription factors is generally low and many of them are haploinsufficient, even a relatively small fluctuation could lead to severe consequences. It is possible that divergent lncRNAs are enriched among dose-sensitive genes to stabilize the expression level of adjacent genes.

An alternative hypothesis is that these transcription factors could be setting up optimal transcriptional environments for lncRNAs to evolve. As some transcription factor genes can cause direct lineage reprogramming, they are thought to define cell types. Thus, the use of these preexisting transcriptional environments is a cost-efficient way to evolve cell type-specific lncRNAs. Some studies have demonstrated that bidirectional transcription is a general phenomenon and that a so-called transcription ripple effect exists [40, 41]. These findings also support our idea by showing that the preexisting transcriptional environment enables precursor transcripts to evolve into defined, functional ones. In summary, active transcription factor genes may have been good sources from which lncRNA genes could evolve due to the cell lineage-specific and active epigenetic environment.

We showed that *Tbx5ua* is conserved from mammals to birds. Comparison of the sequence of *Tbx5ua* between mouse and chicken showed less similarity, but it does not mean that the function is not conserved as the previous studies have shown that precise conservation at the sequence level is not necessarily required for the functional conservation of lncRNAs [42, 43]. *Tbx5ua* was not found in the NCBI genomic annotations of reptiles, amphibians or fish at the corresponding loci. In fact, by conducting the reanalysis on the publicly available RNA-seq data, including RNA-seq of the adult heart of chicken, anole and frog (GSE41338) [44], we could confirm that *Tbx5ua* is expressed only in chicken among these species at the adult stages (Additional file 16). It is interesting that *Tbx5ua* is conserved in two-ventricle animals, which possess a complete ventricular septum, but not in animals with non-septated hearts. There is a possibility that the acquisition of *Tbx5ua* might have contributed to the evolution of a complete ventricular septum.

We showed that *Tbx5ua* lncRNA is required for proper heart development. Since we knocked down *Tbx5ua* by prematurely terminating the transcription, the loading of transcription complex at the transcription start site is not inhibited. Thus, if the transcription of *Tbx5ua* itself is important for altering the local transcriptional environment, our KD scheme is not sufficient to assess the true function of *Tbx5ua*. Although preliminary, our data suggested that the expression pattern of Tbx5 protein is altered in the KD mice (Additional file 17). While we do not have any evidences supporting the direct roles of *Tbx5ua* on *Tbx5*, the function of *Tbx5ua* might be atypical for a divergent lncRNA since many of such lncRNAs like *Upperhand* are shown to alter the transcription of neighboring genes. How the left-sided expression of *Tbx5* is regulated is an unsolved important issue to understand the molecular mechanism of heart development [45].

## Conclusions

This study revealed that many genes involved in the heart development, particularly transcription factor genes, are associated with spliced lncRNAs that are derived from nearby genomic regions. Furthermore, many of these lncRNAs were divergently transcribed from the promoter of protein-coding genes. We find that bidirectional lncRNAs are enriched among haploinsufficient genes, suggesting that they have functional roles for the regulation of dose-sensitive genes.

## Methods

### RNA-seq

Total RNAs from embryonic and adult mice were extracted with Sepasol-RNA I Super G (Nacalai #09379–55). The cDNA libraries for paired-end RNA-seq for the screening of lncRNAs were prepared from 1 μg of RNAs with Truseq Stranded Total RNA Library Prep Kit (Illumina #RS-122-2201) according to Illumina’s instructions. The cDNA libraries for tetraploid chimeric mice were prepared by Smart-Seq2 protocol according to the original paper [46] with 12 cycles of preamplification and 9 cycles of enrichment PCR.

### qRT-PCR

Total RNAs were extracted with Sepasol-RNA I Super G (Nacalai #09379–55). cDNA samples were prepared using RevaTra Ace qPCR RT Master Mix with gDNA remover (Toyobo #FSQ-301). Real-time PCR was performed with SYBR Premix EX Taq II (Takara #RR820). The PCR conditions were as follows: 95 °C for 30 s followed by 50 cycles of 95 °C for 5 s and 60 °C for 30 s, and a subsequent dissociation curve measurement. We used *Gapdh* as an internal control. Gene-specific primers are listed in the Additional file 18: Materials and Methods.

### Mice

C57BL/6 J mice were purchased from CLEA Japan. For the first round of chimeric mice generation, we used mice form CLEA Japan. For the second experiment, we used tetraploid embryos from Ark Resource and recipient mice from Sankyo Labo Service. Mice are sacrificed by cervical dislocation.

### Generation of genome edited ES cells

ES cells were cultured on the MEF feeder in ES culture medium (i.e., Knockout DMEM (Gibco #10829018), 20% Knockout Serum Replacement (Gibco #10828028), 1 * GlutaMAX (Gibco #10566016), 1 * NEAA (Sigma #M7145), 1 mM sodium pyruvate (Gibco # 11360070), 10^− 4^ M 2-Mercaptoethanol, 1000 U/ml LiF (Wako #198–15,781)).

The guide RNA (gRNA) target sequence to induce double strand break is 5’-GTCACTGCCGCTCCAATCCTCGG-3′. We designed the gRNA with Cas-OFFinder (http://www.rgenome.net/cas-offinder/), so that the number of off-target sites was as few as possible. Our gRNA has no potential off-target sites with 0, 1 or 2 mismatches and just 4 potential off-targets with 3 mismatches and proper PAM sequence, of them none is exonic. Homology directed repair donors were constructed so that the *Neo*^*R*^ or *EGFP* expressing cassette was flanked by ~ 1,000 bp 5′ and 3′ homologous arms cloned from genomic DNA. ES cells were transfected with Cas9 expressing plasmid, gRNA expressing plasmid and the donor plasmid along with non-gRNA expressing negative control. After two days, the ES cells were passaged onto SNL feeder cells and cultured for 8 days with 250 μg/ml G418 and surviving EGFP-positive colonies were manually picked up. After one more cycle of single colony picking up to ensure that the ES cells are clonal, they were subjected to cell permeable Cre treatment [47] to remove the selection cassettes, and then EGFP-negative colonies were picked up to obtain cells without selection cassettes. Finally, the ES cells from each colony were genotyped and karyotyped.

### Generation of tetraploid chimeric mice

Generation of chimeric mice was performed as described previously [39].

### Histology

Immunohistochemistry for Tbx5 were performed as follows. Antigen retrieval was performed by microwaving the sections in 10 mM citrate acid pH 6.0. Then they were permeabilized for 10 min in 0.2% Triton X in PBS at RT. Blocking was performed with 10% Blocking One (Nacalai #03953–95) in PBST. Tbx5 antibody (Santa Cruz Biotechnology #sc-17,866) was diluted 1/100 in 5% Blocking One/PBT and second antibody (Invitrogen #A-11037) was diluted 1/200.

In situ hybridization was performed as follows. First, cryosections were permeabilized in 0.2 N HCl for 15 min. After washing with PBT three times, the sections were re-fixed with freshly made 4% PFA for 15 min. After washing, the sections were hybridized with DIG labeled probes at 70 °C for ON. The next day, the sections were washed with 0.2× SSC three times. After blocking the sections with 10% sheep serum for 1 h, 1/1000 diluted anti-DIG-AP Fab fragment (Roche #11093274910) were added and incubated for an hour at RT. After washing with TBST, the sections were washed with NTMT and colored with BM purple.

## Additional files

Additional file 1: We counted the exon numbers of reconstructed transcripts and compared them with known exon numbers. The exon numbers were determined based on the maximum of alternative transcripts for each gene. We only took into account genes with their exon number 12 or less since the exon numbers of more than 98.5% of known lncRNAs expressed in the heart fall under the category. The relation between exon number differenced and fpkm was fitted with an exponential curve. This result demonstrates that 1.0 fpkm is sufficient to infer gene models in our RNA-seq experiment. (PNG 127 kb)

Additional file 2: **Table S1.** List of spliced lncRNA candidates that were identified in this study.

Additional file 3: **Table S2.** List of antisense lncRNA candidates and their corresponding protein-coding genes.

Additional file 4: **Table S3.** List of bidirectional lncRNA candidates and their corresponding protein-coding genes.

Additional file 5: Conserved bidirectional lncRNAs in human USCS genome annotation are shown. We found that many of the mouse lncRNAs divergent to important cardiac transcription factor genes have conserved transcripts at the corresponding loci in human genome. (PNG 733 kb)

Additional file 6: **Table S4.** List of bidirectional lncRNA candidates that were identified from the analysis of the NCBI RefSeq database (GRCm38.p3).

Additional file 7: The proportion of housekeeping genes among all genes and among haploinsufficient genes was calculated and it was not found to be significantly correlated. This result eliminates the possibility that the enrichment of genes with bidirectional lncRNAs among haploinsufficient genes is due to the pseudo-correlation generated through housekeeping-haploinsufficient correlation. (PNG 53 kb)

Additional file 8: The alignment of mouse *Tbx5ua* (isoform 2) and its human homolog (RefSeq: NR_038440.1) produced by EMBOSS water. The sequence shown in red is highly conserved as determined by EMBOSS Matcher. The sequences are highly conserved at the 5′ side.

Additional file 9: The sequence of each isoform of *Tbx5ua* as determined by cufflinks. Isoform numbers correspond to those in Fig. 3a.

Additional file 10: qRT-PCR analysis of a *Tbx5* isoform that is transcribed from the promoter that also produces *Tbx5ua* (isoform 2)*.* The expression pattern of this isoform over development is also inconsistent with that of *Tbx5ua*, indicating that they are post-transcriptionally modulated or the directional of transcription is somehow controlled. (PNG 50 kb)

Additional file 11: qRT-PCR analysis of KD and WT mouse ventricles for all the *Tbx5* isoforms detected in our RNA-seq analysis. The expression levels are not significantly changed for all the isoforms. The isoform numbers are indicated in Fig. 3a. (PNG 72 kb)

Additional file 12: Morphological phenotype of *Tbx5ua* KD embryos derived from another ESC line is shown and is consistent with our first ESC line. (PNG 2047 kb)

Additional file 13: The thickness of the ventricular wall around the interventricular zone was measured for WT and KD embryos and KD embryos tended to have thinner wall. (B) (PNG 44 kb)

Additional file 14: In situ hybridization of *Tbx5* and *Nppa* in WT and KD chimeric mice at E9.5. The expression pattern of *Tbx5* at the mRNA level appeared to be not changed. KD embryos showed an ectopic expression of *Nppa* around the pre-ventricular septal region, which is frequently observed among embryos with abnormal development of ventricular septum. (PNG 6143 kb)

Additional file 15: RNA-seq analysis of WT and KD chimeric embryos at E9.5 (*n* = 3). (A) Genes related to heart development were enriched among genes that were changed significantly. (B) Structural protein genes were not changed, suggesting that the KD did not affect the differentiation of cardiomyocytes in a major way. (C) The scatter plot of log2-transformed expression levels shows that the expression pattern of KD embryos did not change drastically. (D) Principal component analysis on the RNA-seq analysis. WT and KD mice are distinguishable only by the first component. (PNG 767 kb)

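Across all 23284 genes of the table, the Pearson correlation between the WT and KD group values on the scale of log2(FPKM + 1) was 0.988. This correlation is across genes, which are not independent replicates. Rank correlation moved it the most, with a Spearman correlation of 0.971. Of the 11606 genes with an FPKM of at least 1 in either group, 98.8% differed by less than 2-fold on the log2(FPKM + 1) scale, and 142 differed by more.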

Additional file 16: Reanalysis of RNA-seq data from chicken, anole and zebrafish. *Tbx5ua* is conserved only in chicken, which possesses a complete ventricular septum, among these species. (PNG 107 kb)

Additional file 17: Tbx5 IHC of WT and KD embryos were quantified. The ventricle was divided into three regions and the staining intensity in each nuclear was measured using ImageJ. Nuclear binary masks were produced from DAPI staining. Note that we only quantified cells that are not in the outermost layer of the ventricle because speckle-like background was observed in the region. Mann-Whitney U test was performed for each sample with multiple testing correction with Holm method (*: *p* < 0.05). Tbx5 expression is vanished in the interventricular zone and diminished in the left ventricle in KD embryos. (PNG 1201 kb)

Additional file 18: Materials and Methods. List of qPCR primers used in this study.

## Abbreviations

CHD: congenital heart disease
fpkm: fragments per kilobase of exon per million mapped fragments
gRNA: guide RNA
KD: knockdown
lncRNA: long non-coding RNA
*Tbx5ua*: *Tbx5 upstream antisense product*
TSS: transcription start site
WT: wildtype

# Supplementary material for: Important cardiac transcription factor genes are accompanied by bidirectional long non-coding RNAs
**Source:** BMC Genomics. 2018 Dec 27;19:967. doi: 10.1186/s12864-018-5233-5
**Supplement:** Supplementary file 2 — Table S1. List of spliced lncRNA candidates that were identified in this study.

|               |                          |   |                          |     |         |         |         |         |           |            |
|---------------|--------------------------|---|--------------------------|-----|---------|---------|---------|---------|-----------|------------|
| Neat1         | chr19:5823413-5845880    | - | Frmd8 (5093)             | no  | 8.2255  | 1.7066  | 328.956 | 3.5426  | 337.016   | 57.0525    |
| Snhg1         | chr19:8723243-8726473    | + | Slc3a2 (0)               | no  | 58.9154 | 65.8069 | 12.5652 | 68.8862 | 9.39664   | 415.71     |
| 5730408K05Rik | chr19:8887084-8888770    | - | 1810009A15Rik (83)       | no  | 134.528 | 92.7639 | 21.6036 | 30.943  | 4.50764   | 73.6211    |
| Lnc423        | chr19:11375420-11393484  | + | Ms4a4c (32240)           | no  | 0.1038  | 0.2656  | 5.1362  | 0.7104  | 0.364852  | 2.08045    |
| Gm5512_2      | chr19:12905230-12906985  | + | Olfr1447 (3452)          | no  | 5.9137  | 9.6654  | 20.6337 | 8.0379  | 0         | 0.273098   |
| E030003E18Rik | chr19:20492714-20556410  | + | Aldh1a1 (0)              | yes | 0.0692  | 0.0595  | 2.8063  | 0.0485  | 3.3831    | 0.836075   |
| Lnc424        | chr19:27257481-27262361  | - | Vldlr (6558)             | yes | 0.1848  | 0.0174  | 5.5444  | 0.059   | 0         | 0.0183789  |
| Lnc425        | chr19:28770782-28788201  | + | Slc1a1 (64383)           | yes | 0       | 0       | 1.1417  | 0       | 0         | 0          |
| Gm9895        | chr19:29067300-29069503  | + | Ak3 (19398)              | no  | 0.9622  | 0.7175  | 1.6871  | 0.2791  | 2.72346   | 19.1857    |
| 8430431K14Rik | chr19:31212777-31221117  | - | Prkg1 (0)                | yes | 2.6901  | 0.5272  | 2.514   | 0.1924  | 0.109192  | 0.150167   |
| Lnc426        | chr19:32104391-32105030  | - | Asah2 (0)                | yes | 2.0865  | 0.1046  | 0.1538  | 0       | 0         | 0          |
| 2700046G09Rik | chr19:32389215-32392130  | + | Sgms1 (0)                | no  | 1.6767  | 3.6279  | 3.0522  | 1.2963  | 4.51127   | 1.25056    |
| Lnc427        | chr19:36217923-36264559  | - | Pcgf5 (83962)            | yes | 0.4547  | 0.0738  | 4.4603  | 0       | 0         | 0          |
| 1500017E21Rik | chr19:36618530-36690099  | - | Hectd2 (0)               | no  | 5.4374  | 4.485   | 8.9754  | 0.481   | 0.272875  | 1.03466    |
| Lnc428        | chr19:40278628-40283312  | + | Pdlim1 (6740)            | yes | 0.0594  | 0.1051  | 1.6208  | 0       | 0         | 0          |
| Lnc429        | chr19:41524923-41527512  | + | Lcor (0)                 | yes | 2.7605  | 0.1525  | 2.2798  | 0.0864  | 0         | 0.403191   |
| Lnc430        | chr19:43528437-43564592  | + | Got1 (3820)              | yes | 0       | 0       | 1.5361  | 0       | 0         | 0          |
| BC037704      | chr19:43675177-43677170  | + | Slc25a28 (296)           | no  | 0.4651  | 0.5346  | 1.127   | 1.3769  | 0.638529  | 0.719923   |
| Lnc431        | chr19:53672999-53677099  | - | Rbm20 (206)              | yes | 3.1945  | 3.9783  | 1.3733  | 0       | 0         | 0.0250434  |
| Lnc432        | chr19:56738740-56746739  | - | Adrb1 (17881)            | yes | 0.1885  | 0.1705  | 5.9389  | 0.0296  | 0.062166  | 0          |
| Lnc433        | chr19:56743275-56762066  | + | Adrb1 (14417)            | yes | 0.3127  | 0.0665  | 5.9899  | 0.1519  | 0.306587  | 0.00611916 |
| 2010204K13Rik | chrX:7411816-7429597     | - | Gm14346 Gm10921 (0)      | no  | 17.6885 | 15.1112 | 0.4456  | 10.272  | 9.83322   | 12.1307    |
| Lnc434        | chrX:11379663-11384038   | - | Gm14346 Gm10921 (0)      | yes | 0       | 0       | 1.4576  | 0       | 0         | 0          |
| Lnc435        | chrX:11395887-11418362   | - | Gm14346 Gm10921 (0)      | yes | 0.3344  | 0.0903  | 1.5052  | 0       | 0         | 0          |
| 2900008C10Rik | chrX:12134453-12160346   | - | Gm14346 Bcor Gm10921 (0) | no  | 3.1108  | 2.6828  | 5.0559  | 2.0203  | 2.54501   | 6.98976    |
| A230072C01Rik | chrX:20961675-20987453   | + | Gm14346 Gm10921 Uxt (0)  | no  | 1.8564  | 2.6563  | 2.7576  | 8.0946  | 4.61672   | 4.49765    |
| 6720401G13Rik | chrX:50555743-50635310   | - | 2610018G03Rik (205785)   | no  | 2.798   | 4.7493  | 6.1962  | 31.0436 | 15.9768   | 10.2975    |
| C430049B03Rik | chrX:53046194-53057196   | - | Plac1 (12805)            | no  | 40.7283 | 68.9126 | 3.191   | 1.6262  | 0.385657  | 1.94036    |
| Ncrna00086    | chrX:56374585-56379130   | + | Zfp449 (8911)            | no  | 1.247   | 1.2553  | 0.0651  | 6.3535  | 0.700159  | 0.212891   |
| 4933407K13Rik | chrX:75723976-75764699   | - | Pls3 (20954)             | no  | 1.0649  | 0.8294  | 0.8545  | 2.0388  | 0.403967  | 1.31659    |
| Gm14827       | chrX:94442249-94447727   | + | Apoo (21149)             | no  | 0.4048  | 0.2016  | 1.0742  | 3.1496  | 0.0723134 | 0.350494   |
| F630028O10Rik | chrX:96239815-96244300   | + | Vsig4 (7387)             | no  | 0.4316  | 1.8215  | 9.6168  | 0.3031  | 0.126151  | 22.7252    |
| Lnc436        | chrX:101457751-101463733 | + | Nono (4210)              | yes | 1.093   | 0.7888  | 1.2476  | 0.1978  | 0         | 0.29543    |
| Lnc437        | chrX:101463828-101465404 | + | Nono (10287)             | yes | 0.6318  | 0.7874  | 1.3684  | 0.1241  | 0         | 0.324378   |
| Xist          | chrX:103460372-103483233 | - | Tsx (58650)              | no  | 18.6479 | 0.1376  | 0.1303  | 58.4113 | 25.36     | 71.9822    |
| Enox          | chrX:103493575-103530932 | + | Tsx (68992)              | no  | 0.9995  | 0.3998  | 1.164   | 2.4083  | 2.22474   | 4.74581    |
| Lnc438        | chrX:103524629-103530932 | + | Tsx (100046)             | no  | 3.2597  | 2.207   | 2.8578  | 8.0113  | 2.22474   | 4.74581    |
| B230206F22Rik | chrX:103560909-103623754 | - | Zcchc13 (6831)           | no  | 3.4154  | 2.4026  | 2.72    | 8.0519  | 3.50585   | 8.05177    |
| 5530601H04Rik | chrX:105038743-105070124 | - | 2610029G23Rik (9608)     | no  | 2.5174  | 2.0199  | 1.201   | 4.4568  | 3.47658   | 14.3836    |
| Lnc439        | chrX:105103596-105116594 | + | 2610029G23Rik (0)        | no  | 1.4097  | 0.3601  | 0.3805  | 0.7398  | 0.887836  | 1.04532    |
| Lnc440        | chrX:105725006-105751097 | - | Fgf16 (13379)            | yes | 0.1122  | 0.1964  | 1.2112  | 0       | 0         | 0.188932   |
| 2810403D21Rik | chrX:108834477-108887440 | + | Brwd3 (122)              | no  | 0.8925  | 1.3332  | 1.1397  | 1.282   | 0         | 2.365      |
| Lnc441        | chrX:111898562-112092531 | + | Tex16 (194957)           | yes | 2.0074  | 0.5638  | 0       | 0       | 0         | 0.103528   |
| Lnc442        | chrX:135979856-135982414 | + | Arxes2 (13963)           | no  | 1.0128  | 0.132   | 0       | 2.0614  | 0.310724  | 0.272223   |
| BC065397      | chrX:136742258-136838180 | + | Morf4l2 (0)              | no  | 2.2042  | 1.6797  | 1.8751  | 3.5828  | 4.27261   | 2.36678    |
| 2900056M20Rik | chrX:152294827-152327493 | - | Tsplyl2 (9358)           | no  | 3.0333  | 0.6319  | 2.8058  | 15.5136 | 2.45576   | 3.79609    |
| Lnc443        | chrX:169320489-169368861 | + | Hccs (117)               | no  | 1.6788  | 1.2102  | 0.8768  | 12.5092 | 0         | 1.33929    |
| G530011O06Rik | chrX:169973872-169988869 | - | Mid1 (0)                 | yes | 0.1078  | 0.2583  | 4.2971  | 0       | 1.86498   | 0.617042   |

# Supplementary material for: Important cardiac transcription factor genes are accompanied by bidirectional long non-coding RNAs
**Source:** BMC Genomics. 2018 Dec 27;19:967. doi: 10.1186/s12864-018-5233-5
**Supplement:** Supplementary file 3 — Table S2. List of antisense lncRNA candidates and their corresponding protein-coding genes.

| antisense lncRNA candidate | corresponding mRNA |
|----------------------------|--------------------|
| 1110034B05Rik              | 9430016H08Rik      |
| 2900060B14Rik              | Clasp1             |
| 2900009J06Rik              | Acmsd              |
| Gm19461                    | Plekha6            |
| 2810025M15Rik              | Rasal2             |
| Dnm3os                     | Dnm3               |
| Gm10516                    | Rcor3              |
| A330023F24Rik              | Cd46               |
| Snhg7                      | Fam69b             |
| D330023K18Rik              | Gpr107             |
| Gm13446                    | Dab2ip             |
| 1700011J10Rik              | Sp3                |
| Lnc55                      | Cdan1              |
| BC029722                   | Mmp24              |
| 5430405H02Rik              | Tgif2              |
| Lnc63                      | Sall4              |
| Lnc65                      | Ctcf1              |
| 4930429B21Rik              | Zmat3              |
| 1700113A16Rik              | Mef2d              |
| Gm15417                    | Zbtb7b             |
| 4933431E20Rik              | Gstm5              |
| A930005H10Rik              | Dph5               |
| Snhg8                      | Prss12             |
| 2510003D18Rik              | Asb17              |
| 2010003O02Rik              | Topors             |
| C530005A16Rik              | Gpbp111            |
| A630072M18Rik              | Rsb11              |
| Gm9899                     | Kcnk3              |
| Lnc125                     | Tbx5               |
| A930024E05Rik              | Kdm2b              |
| Gm20605                    | Irs3               |
| 6330418K02Rik              | BC037034           |
| 9330158H04Rik              | Chrm2              |
| 4930414L22Rik              | Mat2a              |
| 2610306M01Rik              | Aak1               |
| 9530026P05Rik              | Adamts9            |
| Gt(ROSA)26Sor              | Thumpd3            |
| 9330179D12Rik              | Ccnd2              |
| Gm10069                    | Pzp                |
| 2810454H06Rik              | Gpr19              |
| Lnc152                     | Emp1               |
| Gm15545                    | Bcl2l12            |

|               |               |
|---------------|---------------|
| A230056P14Rik | Nipa1         |
| B130024G19Rik | Nr2f2         |
| 2900076A07Rik | Fsd2          |
| Gm14492       | Lsp1          |
| R74862        | Cd81          |
| Kcnq1ot1      | Kcnq1         |
| Gm16793       | Mfhas1        |
| 2010320M18Rik | Mast3         |
| Gm10638       | Siah1a        |
| 9330175E14Rik | Nlrc5         |
| 4930513N10Rik | Cnot1         |
| 2310014F07Rik | 1600029D21Rik |
| 9430037G07Rik | Trim43c       |
| 9330159M07Rik | Trim43c       |
| B430319G15Rik | Plod2         |
| E530011L22Rik | Nktr          |
| A630066F11Rik | Pcmt1         |
| BC020402      | Nup43         |
| D830005E20Rik | Trdn          |
| E130307A14Rik | Traf3ip2      |
| E130317F20Rik | Ptbp1         |
| 2310050B05Rik | Itgb1bp3      |
| 1700012D01Rik | Nab2          |
| 2210015D19Rik | Urgcp         |
| 4933439C10Rik | Zkscan17      |
| 2410006H16Rik | BC046404      |
| AA465934      | Pex12         |
| D030028A08Rik | Sp2           |
| LOC100503496  | Slc16a6       |
| 1810032O08Rik | St6galnac2    |
| 1700012B15Rik | Rab10         |
| 1110002L01Rik | Kif3c         |
| 9330151L19Rik | 1110034A24Rik |
| 3110056K07Rik | Psma3         |
| Lnc305        | Cpsf2         |
| Rian          | Rtl1          |
| Etohd2        | Zcchc6        |
| 1810034E14Rik | Cdc14b        |
| A830082K12Rik | Nr2f1         |
| 4833422C13Rik | Ssbp2         |
| 3110070M22Rik | Gm7120        |
| 1810062O18Rik | Ppp3cb        |
| 6230400D17Rik | Chchd1        |

|               |               |
|---------------|---------------|
| Lnc338        | 3425401B19Rik |
| Gm16973       | Mphosph8      |
| Dleu2         | Kcnrg         |
| Lnc353        | Slitrk5       |
| BC037032      | Oxct1         |
| 2310069G16Rik | Sybu          |
| 9930014A18Rik | Fam84b        |
| D730005E14Rik | Apobec3       |
| 1700120C14Rik | Mcrs1         |
| A330009N23Rik | Acvr1b        |
| 2610020C07Rik | Gspt1         |
| 1110054M08Rik | Lpp           |
| 0610012G03Rik | Pigz          |
| E130310I04Rik | Mylk          |
| Gm19522       | Zbtb20        |
| 2310061J03Rik | Zbtb11        |
| Lnc381        | Kcnj6         |
| 1700102H20Rik | Tfb1m         |
| Airn          | Mas1          |
| 9530082P21Rik | Flywch1       |
| D330041H03Rik | Abca3         |
| 2610019E17Rik | Rab26         |
| A930015D03Rik | Gm11127       |
| Gm11110       | Tnfsf9        |
| Trmt61b       | Spdya         |
| 1110020A21Rik | Ppm1b         |
| 4833419F23Rik | Map3k8        |
| Lnc407        | Gata6         |
| 2410004N09Rik | Epb4.1l4a     |
| 1700086O06Rik | 0610009O20Rik |
| Lnc419        | Zfp532        |
| 4930481A15Rik | Drap1         |
| Snhg1         | Slc3a2        |
| 2700046G09Rik | Sgms1         |
| 1500017E21Rik | Hectd2        |
| A230072C01Rik | Uxt           |
| BC065397      | Gfra4         |
| G530011O06Rik | Mid1          |

# Supplementary material for: Important cardiac transcription factor genes are accompanied by bidirectional long non-coding RNAs
**Source:** BMC Genomics. 2018 Dec 27;19:967. doi: 10.1186/s12864-018-5233-5
**Supplement:** Supplementary file 4 — Table S3. List of bidirectional lncRNA candidates and their corresponding protein-coding genes.

|               |               |
|---------------|---------------|
| 0610012G03Rik | Ncbp2         |
| 1700007L15Rik | Zfp148        |
| 2310061J03Rik | Zbtb11        |
| Lnc380        | 2610039C10Rik |
| Lnc382        | Scaf8         |
| 1700102H20Rik | Tfb1m         |
| B930003M22Rik | Qk            |
| 4732491K20Rik | Map3k4        |
| D330041H03Rik | Rnps1         |
| 2610019E17Rik | Traf7         |
| 2810468N07Rik | Sox8          |
| Lnc392        | Nkx2-5        |
| BC051226      | Daxx          |
| Lnc402        | A330050F15Rik |
| 1110020A21Rik | Ppm1b         |
| Gm1976        | LOC100044193  |
| 4833419F23Rik | Map3k8        |
| Lnc407        | Gata6         |
| Lnc408        | Mapre2        |
| 1700086O06Rik | 0610009O20Rik |
| Lnc413        | Spry4         |
| 1500015A07Rik | Grpel2        |
| Lnc419        | Zfp532        |
| Lnc420        | Smad7         |
| Snhg1         | Slc3a2        |
| 5730408K05Rik | 1810009A15Rik |
| 2700046G09Rik | Sgms1         |
| BC037704      | Slc25a28      |
| Lnc431        | Rbm20         |
| A230072C01Rik | Uxt           |
| 2810403D21Rik | Brwd3         |
| BC065397      | Morf4l2       |
| Lnc443        | Hccs          |
| G530011O06Rik | Mid1          |

# Supplementary material for: Important cardiac transcription factor genes are accompanied by bidirectional long non-coding RNAs
**Source:** BMC Genomics. 2018 Dec 27;19:967. doi: 10.1186/s12864-018-5233-5
**Supplement:** Supplementary file 6 — Table S4. List of bidirectional lncRNA candidates that were identified from the analysis of the NCBI RefSeq database (GRCm38.p3).

|         |               |
|---------|---------------|
| Armcx4  | B230119M05Rik |
| Wbp5    | LOC105243722  |
| Morf4l2 | BC065397      |
| Alg13   | Gm33235       |
| Fam120c | A230072E10Rik |
| Gpr173  | 3010001F23Rik |
| Mageh1  | 9530051G07Rik |
| Ptchd1  | LOC102639025  |
| Phka2   | Gm15241       |
| Mospd2  | Fancb         |

# Supplementary material for: Important cardiac transcription factor genes are accompanied by bidirectional long non-coding RNAs
**Source:** BMC Genomics. 2018 Dec 27;19:967. doi: 10.1186/s12864-018-5233-5
**Supplement:** Supplementary file 9 — The sequence of each isoform of Tbx5ua as determined by cufflinks. Isoform numbers correspond to those in Fig. 3a.

Isoform 1

1 CGGGTGCACT GTGCAGAGGG AATTTTTTTT TCAGCGCCGG ATCCTGCAGA GGGGCGAGGC  
61 GCTCTATTTT GTTTTGTGGA AATCGGCAAT TATTTCTAGT TGGATCAATG GGCATAATTT  
121 CTGAGAGGTC GGGTGGGTCT GCGTAAGCTT CTACGCGCAT TTGGAACCC ATTGGGTTTT  
181 GAGTTACGAA ACCGCACAGA CTTTCTCCA CCCAGCGGC TCCGGGCAAT AAGCTAGGCC  
241 TGCCCTACAC GGAGCAAGCG AGCGTCAGGC CTTCCGAGG GATTCCCAGA AGCATGACCC  
301 GGTTCCTGGT GCAGTCCACC GAGGATTGGA GCGGCAGTGA CACGGGCGGC CCTGCAGCGG  
361 TAGAGCCAAG GTCAGGCCCC AAGGACAGC GGGGCAGCAG CCTGCAGCAC AGATGCAGGA  
421 CACCAGCGTG CATCCCTGTT CTCTCCCCA AGAGTCCAGG CTGCCCGGCC TGGTGCTCCA  
481 GCTTTGCTTT CGTTTCCAG GCGAACGAGC CCCAATTCA CGTTTTACC CAAGAATGCA  
541 ATCCAGAATC CTTGTCCCG TATTCGAGTA GGGTGACCAG GAGAACCGAG GTGGGGGCGAG  
601 GAAACCCAGA CCGAGGGTGC CCCGCGAGTG GGCCGAGTTC CTTTCACTTT CCCCCATTGC  
661 TCCGCAATTT CGGGTGCAAC TACCTGGGCC AAGCCCAGCT TCAGAGACTG GCCCCGTGCT  
721 CTGGAGAAAG CAACCACCAC GGGAAGAGAC TGCAGCCTCA GCGTCTCCTT GTCCGCTTCA  
781 CCCTCATCCT CTGTGCGGGA GAGGGCAGCA ACATACACGC CTGGCACCTT CTTCTTTCC  
841 AAGAGTTGCG CTTTCTAAC CCTGCTCCCC GCTGGTTTTT CTCATACTTC CTTGCCCTCT  
901 TTTGCAAAAT TTCCGCCTTG ATCTTAAATA CCTCGAAAGA TAGGAAGACC CGGAATTCTA  
961 TTAACACAAA ACAAACGTA ATGAGCCATT GCTGTTATTT GTATTATTAC TATTGCTATT  
1021 ATTAGTATTC GTATTATTGC TATTCCTTAC ATTTCCCC

Isoform 2

1 CGGGTGCACT GTGCAGAGGG AATTTTTTTT TCAGCGCCGG ATCCTGCAGA GGGGCGAGGC  
61 GCTCTATTTT GTTTTGTGGA AATCGGCAAT TATTTCTAGT TGGATCAATG GGCATAATTT  
121 CTGAGAGGTC GGGTGGGTCT GCGTAAGCTT CTACGCGCAT TTGGAACCC ATTGGGTTTT  
181 GAGTTACGAA ACCGCACAGA CTTTCTCCA CCCAGCGGC TCCGGGCAAT AAGCTAGGCC  
241 TGCCCTACAC GGAGCAAGCG AGCGTCAGGC CTTCCGAGG GATTCCCAGA AGCATGACCC  
301 GGTTCCTGGT GCAGTCCACC GAGGATTGGA GCGGCAGTGA CACGGGCGGC CCTGCAGCGG  
361 TAGAGCCAAG GGAGTACAAG GTTCTCAGCT GGGGTCCACT GAGGAGGTAG GAAGAAAAGA  
421 GAGCTGCCAC TCCTGCCTGG AGCTGAACAA CAGGCCAAGA AGAGTTTGGT GTTGGATGTG  
481 ACAGAGAAAA CATTAAAGGA ATATTCTGGT TGAGCTCTTC CTTGAATTTT CAGGATGGGT  
541 CTCATGTAGA CCAGGCTGGC TCAGTTCCCC GTGTTTGCCC AGGATGACCT TGAATGTCTG  
601 TTCCTCCAGC ATCTACCTCT CCAGGGCTGA GATTACAAGC ATGAGGGGGC GGGTTGTTGC  
661 TGAGAACAGA AACTAAGCA CTTGACATTC CCAACTCCA ACTCCATTTC TCGGTATTTT  
721 TGTATTCTTG TTTTCTCAAG ACTGATGTCT GTATACACAC ACACACACAC ACACATACAC  
781 ACACACACAC ACACACACAC ACACACACAC ACACACGAG ATATTTTAGG CTCATGAATC  
841 TGCCAGCACT TGAGGTTCAA GACTAATGAA CTTTTCAGC ACGCCAGGGT TGCCTTGATG

901 TGAGTCCCC TGGCTCATT AGCTCCATAC AGTTCTGCCA GAGCAAAACA GTCACATGTG  
 961 TCCCTTGCTT TGTGGAAGCA GTTCTCTGG GGGCGGGGGG GGGGAGCCTG GGGGGTCACT  
 1021 GACCTGGGTC CCGGTCAGGC TCTCTGACTA CAGAGTCCCG CCACCCCCAC CCCACCCCGA  
 1081 GCACCTTCAT CATTGGCCTC TTCATTGTTG GACCTGGGGA AGGCTTTCAA GCAGATCTGT  
 1141 TGGGCTAGGT ACTTGCCAAA GAGTCAGCCT CCATGAGAAA AGTTCAGACT TCTTTGGGTA  
 1201 CCCGATTCT CTCTTCTCT CCCATTGACA GCCAGCGAAG TGGGTAGAGG ACCCTGGTTT  
 1261 TCTGGCCCTT AGCAACTGGG TTCCAGGATG AAGGATGAAT GAAATCTTGC TTTCCAAACC  
 1321 TAATGGTTGT GTGCCCATAT CCCAGCCTCT ATCAAAGCCT TGAGGCCAGC ACACACTGCC  
 1381 CTGGAGGCAG GAGGAAGGGC TATACTCAGG TGTAGGGAAC AGGAAGACAG ACCCAGCAGT  
 1441 TAAACTTCAC ATCCACATCT TAGTCCCTGG CACCCAGGT AGGAGTTGAA TGGGAGCCCC  
 1501 TTGTGTAGGG GAAGTTCCTC CCACCCACCC CTGCATGCTG CCCAGTTGTG GGCTAGCCTG  
 1561 CTGAGTGAGC CTGTGGGATA GGGCTATGAG GATCACAAGG CCTGACTGTC CTTACGTTCC  
 1621 CCTCCAAATC TCTCTATTT CAGGAGAAAA GGCAGGTCGC CATTAGCCTC TCCTCTGTGC  
 1681 TGATATCCTG GGGCCCAGGT AGGGGGTCAT AGAAGGGTCC CAGGCCATGC TCAGATCTGT  
 1741 ACCCTGTGCT CAAGGCTGCC TGAGTCCAAA AGCAGATTTA CTTCTTAGA AAGGGAATTG  
 1801 AGAGTTTAGT CCAGCTCAGT GCCTAAAATG GAGGCTCTAG GGTCCCCACT GTCAGGTCCT  
 1861 GTCCCTCTAT TCCCTGCACC TAGGCTGCCT TACCACCCTA CAGGGAATGT CTCCTGGGA  
 1921 AGTCTTCTAA ATCTCCAGGA TTGGGGCCTC CAAGTCTCCT TCTGTAAACA TTGCCACAC  
 1981 AGCCCTTGTA TGCTGTACTG GGGGTGGAAC CCTAGGGTTT TATTCATGAT AAGCAAGCTT  
 2041 TCTATTCCC AGCCTCTGCT GTTGTGCTTG GTTTTTTGGC ATTTTTTAAT TTTTTTGGTT  
 2101 TTGTTGTTGT TGTTTTTTTA TGACACAGGG CCTCGCTCTG TAGACCAGGC TGGCCTCACA  
 2161 CTCAGAAATC TGTCTGCCTC TGCCTCCCAA GTACTGGGAT TAAATGTGTG AATCACCACC  
 2221 TTGCCAGGCC TATCGTTGAA CATTATTTAT AATTGCATGT CATTGGCAA GGGAGTCTGA  
 2281 GCCATTGTGT GGGCTCTTGA GGTATTTAAA TATATATATT TAAATAGGTG TCAATTTGGA  
 2341 GTTGTGTAGC TATATCATCA TGTAAGCTTC CTTGGAGTAT TAAACATGC ATCCACCTAT  
 2401 AATATGCACA CATACATTG AG

### Isoform 3

1 CGGGTGCACT GTGCAGAGGG AATTTTTTTT TCAGCGCCGG ATCCTGCAGA GGGGCGAGGC  
 61 GCTCTATTTT GTTTTGTGGA AATCGGCAAT TATTCTAGT TGGATCAATG GGCATAATTT  
 121 CTGAGAGGTC GGGTGGGTCT GCGTAAGCTT CTACGCGCAT TTGAAAACCC ATTGGGTTTT  
 181 GAGTTACGAA ACCGCACAGA CTTTCTCCCA CCCCAGCGGC TCCGGGCAAT AAGCTAGGCC  
 241 TGCCCTACAC GGAGCAAGCG AGCGTCAGGC CTTCCCGAGG GGAGTACAAG GTTCTCAGCT  
 301 GGGGTCCACT GAGGAGGTAG GAAGAAAAGA GAGCTGCCAC TCCTGCCTGG AGCTGAACAA  
 361 CAGGCCAAGA AGAGTTTGGT GTTGGATGTG ACAGAGAAAA CATTAAAGGA ATATTCTGGT  
 421 TGAGCTCTTC CTTGAATTTT CAGGATGGGT CTCATGTAGA CCAGGCTGGC TCAGTTCCCC

481 GTGTTTGCCC AGGATGACCT TGAATGTCTG TTCCTCCAGC ATCTACCTCT CCAGGGCTGA  
 541 GATTACAAGC ATGAGGGGGC GGGTTGTTGC TGAGAACAGA AACTAAGCA CTTGACATTG  
 601 CCAACTCCCA ACTCCCATTG TCGGTATTTT TGTATTCTTG TTTTCTCAAG ACTGATGTCT  
 661 GTATACACAC ACACACACAC ACACATACAC ACACACACAC ACACACACAC ACACACACAC  
 721 ACACACGCAG ATATTTTAGG CTCATGAATC TGCCAGCACT TGAGGTTCAA GACTAATGAA  
 781 CTTTTGCAGC ACGCCAGGGT TGCCTTGATG TGAGTCCCCC TGGCTCATTG AGCTCCATAC  
 841 AGTTCTGCCA GAGCAAAACA GTCACATGTG TCCCTTGCTT TGTGGAAGCA GTTTCTCTGG  
 901 GGGCGGGGGG GGGGAGCCTG GGGGGTCACT GACCTGGGTC CCGGTGAGGC TCTCTGACTA  
 961 CAGAGTCCCG CCACCCCCAC CCCACCCCGA GCACCTTCAT CATTGGCCTC TTCATTGTTG  
 1021 GACCTGGGGA AGGCTTTCAA GCAGATCTGT TGGGCTAGGT ACTTGCCAAA GAGTCAGCCT  
 1081 CCATGAGAAA AGTTCAGACT TCTTTGGGTA CCGGATTTCT CTCTTCCTCT CCCATTGACA  
 1141 GCCAGCGAAG TGGGTAGAGG ACCCTGGTTT TCTGGCCCTT AGCAACTGGG TTCCAGGATG  
 1201 AAGGATGAAT GAAATCTTGC TTTCCAAACC TAATGGTTGT GTGCCCATAT CCCAGCCTCT  
 1261 ATCAAAGCCT TGAGGCCAGC ACACACTGCC CTGGAGGCAG GAGGAAGGGC TATACTCAGG  
 1321 TGTAGGGAAC AGGAAGACAG ACCCAGCAGT TAAACTTCAC ATCCACATCT TAGTCCCTGG  
 1381 CACCCAGGT AGGAGTTGAA TGGGAGCCCC TTGTGTAGGG GAAGTTCCTC CCACCCACCC  
 1441 CTGCATGCTG CCCAGTTGTG GGCTAGCCTG CTGAGTGAGC CTGTGGGATA GGGCTATGAG  
 1501 GATCACAAGG CCTGACTGTC CTTACGTTCC CCTCCAAATC TCTCTATTTC CAGGAGAAAA  
 1561 GGCAGGTCGC CATTAGCCTC TCCTCTGTGC TGATATCCTG GGGCCCAGGT AGGGGGTCAT  
 1621 AGAAGGGTCC CAGGCCATGC TCAGATCTGT ACCCTGTGCT CAAGGCTGCC TGAGTCCAAA  
 1681 AGCAGATTTA CTTCTTAGA AAGGGAATTG AGAGTTTAGT CCAGCTCAGT GCCTAAAATG  
 1741 GAGGCTCTAG GGTCCCCACT GTCAGGTCCT GTCCCTCTAT TCCCTGCACC TAGGCTGCCT  
 1801 TACCACCCTA CAGGGAATGT CTCCCTGGGA AGTCTTCTAA ATCTCCAGGA TTGGGGCCTC  
 1861 CAAGTCTCCT TCTGTAAACA TTGCCACAC AGCCCTTGTA TGCTGTACTG GGGGTGGAAC  
 1921 CCTAGGGTTT TATTCATGAT AAGCAAGCTT TCTCATTCCC AGCCTCTGCT GTTGTGCTTG  
 1981 GTTTTTTGGC ATTTTTTAAT TTTTTTGGTT TTGTTGTTGT TGTTTTTTTA TGACACAGGG  
 2041 CCTCGCTCTG TAGACCAGGC TGGCCTCACA CTCAGAAATC TGTCTGCCTC TGCTCCCAA  
 2101 GTAGTGGGAT TAAATGTGTG AATCACCACC TTGCCAGCC TATCGTTGAA CATTATTTAT  
 2161 AATTGCATGT CATTTGGCAA GGGAGTCTGA GCCATTGTGT GGGCTCTTGA GGTATTTAAA  
 2221 TATATATATT TAAATAGGTG TCAATTTGGA GTTGTGTAGC TATATCATCA TGTAAGCTTC  
 2281 CTTGGAGTAT TAAAACATGC ATCCACCTAT AATATGCACA CATACTTTG AG

#### Isoform 4

1 CGGGTGCACT GTGCAGAGGG AATTTTTTTT TCAGCGCCGG ATCCTGCAGA GGGGCGAGGC  
 61 GCTCTATTTT GTTTTGTGGA AATCGGCAAT TATTTCTAGT TGGATCAATG GGCATAATTT  
 121 CTGAGAGGTC GGGTGGGTCT GCGTAAGCTT CTACGCGCAT TTGGAACCC ATTGGGTTTT

181 GAGTTACGAA ACCGCACAGA CTTTCTCCCA CCCAGCGGC TCGGGCAAT AAGCTAGGCC  
241 TGCCCTACAC GGAGCAAGCG AGCGTCAGGC CTTCCCGAGG GGAGTACAAG GTTCTCAGCT  
301 GGGGTCCACT GAGGAGGTAG GAAGAAAAGA GAGCTGCCAC TCCTGCCTGG AGCTGAACAA  
361 CAGGCCAAGA AGAGTTTGGT GTTGGATGTG ACAGAGAAAA CATTAAAGGA ATATTCTGGT  
421 TGAGCTCTTC CTTGAATTTT CAGGGCCAAT GGGATCTGTC TTCTAGTCG GTTTGCCACA  
481 ACCAAGAAAG TTTAAGCTCA ACAAAGTGAA GACCAGACAG TTGAATGGGA AAATGAAAAG  
541 GAGTGTGAAC TATCCTACAG GAGACAAGAA AAAATGAGGC AGAGGAAGTG CCTTCGAACA  
601 ACGAGCAAGG AGCAAGGAAA GAAAGAAAAA AATGAGAATA CCAGCTCGAC AGTCCAGAAA  
661 TGCCTGGTAT TTGTGAGGTT TAATTCCCAG TACTGGAGAA GTTTAAATTA AAATATGTAT  
721 GTACAAG

How the deposited data were processed for this re-analysis (not part of the article)

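RNA-seq was made from ventricles of 3 WT and 3 KD chimeric embryos at E9.5, with samples assigned to the groups from their titles and genotype and from the paper. The authors deposited 1 table from Cuffdiff, whose version the paper's text does not name. It holds, as made by the authors, an FPKM value per gene for each group, a log2 fold change of KD over WT with no pseudocount, a test score, a p-value and a q-value. Single-end reads and Smart-Seq2 libraries are stated for these samples; the paper's text names no aligner for them. No column of single embryos was present, so 0 columns of per-sample values were left unused, and no SD, principal component analysis, fit with a replicate left out, or count of other splits of the samples could be made. The depth of each library is unknown, and no interval that needs it is given. A value of 0 is reported as listed at 0, since 1 of 79 ribosomal protein genes was also at 0 in both groups.

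The authors' deposited q-values were used as the calls, at an FDR below 0.10, over the 12775 genes that Cuffdiff tested. No new test between the groups was made for single genes. In all 15739 genes above 0 in both groups the deposited log2 fold change equals the ratio of the group values. In 42 tested genes 1 group is at 0 and the fold change is infinite; they count among the calls by direction but enter no median. Positions in the table start from 0 and are given here with 1 added to the start, after a check against transcript starts of GENCODE release M21: 10535 genes matched with 1 added and 1029 without.

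Gene lists were written before the data were examined: structural contraction, calcium handling, heart development, transcription factors with neighbouring lncRNAs, Tbx5 locus, endocardial, erythroid, epicardial, hepatic and yolk sac, atrial, outflow and second heart field, trabecular, compact, neural crest and pharyngeal, pluripotency, sex linked, immediate early, hypoxia and glycolysis, cell cycle, and p53 targets. They are not the paper's lists, and the gene ontology annotation was not used here. Called genes in a list were counted and compared with the tested genes by Fisher's exact test. The median log2 fold change of a list was placed among 10000 random lists of the same size with the same number of genes from each of 20 bins of mean expression. 4 lists were added later: a second mesothelial list, megakaryocyte, heat shock, and serum response factor and stretch targets. Their members were chosen after the called genes had been seen. Genes named in the text were every called gene of the structural contraction, heart development, transcription factor and Tbx5 locus lists, the genes the paper names for KD embryos, and the 5 largest rises and 5 largest falls among called genes with an FPKM of at least 1 in both groups. Other named genes were chosen after their values were seen.

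The alternatives were an FDR below 0.05, Benjamini-Hochberg adjustment over genes with an FPKM of at least 1 in either group, at least 1 in both groups or at least 5 in either group, an absolute log2 fold change of at least 1, fold changes less their median, pseudocounts of 1 and 0.1, other backgrounds and lists, and rank correlation. 2 alternatives, leaving out genes with a shared locus and subtracting the trend with transcript length, were chosen after seeing the data. The scripts were tested on simulated fold changes for 12733 genes: of 200 genes changed, 91% were called at an FDR below 0.10, 12.5% of calls were unchanged genes, 10 of 200 unchanged lists of 10 genes fell outside the central 95% of random lists, and all 200 lists shifted by 0.5 lay above it. The simulated genes were independent, their spread was known, and changed genes moved up or down by a log2 fold change of 1. Cuffdiff was not run on them, so these rates do not describe the authors' test or lists of genes that vary together. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9 were used.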

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

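The tests of the epicardial, atrial, immediate early and transcription factor lists were chosen after the values of single genes had been seen. Of 19 lists with a tested gene, 8 lay outside the central 95% of random lists. Genes of a list vary together, so more than 1 list in 20 can lie outside without an effect of the knockdown, and without values of single embryos this could not be measured.

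Epicardial markers, which the paper does not discuss, were higher in KD. The list has 7 genes, all higher in KD, with a median log2 fold change of 1.10 at percentile 100 of random lists, and 5 were called at an FDR below 0.10 (7 when adjusted over the list alone). In the authors' deposited table Upk3b rose from 7.80 to 20.7 FPKM, Upk1b from 9.17 to 22.1 FPKM and Tcf21 from 11.9 to 25.5 FPKM, while Wt1 rose from 13.8 to 19.2 FPKM with q = 0.122. WT ventricles express 5 of the 7 genes at an FPKM of at least 1. A lower share of cardiomyocytes would raise other cell types alike, but the epicardial median lay 0.79 above the higher of the endocardial and erythroid medians, more than the SD over genes of any of these lists (0.35 or less). Liver bud or yolk sac tissue as the source of the whole rise is argued against by some of the genes listed for it, which Cuffdiff did not test. The highest of Afp, Alb, Apoa1 and Fgb reached 0.294 FPKM in KD, against a median gain of 5.42 FPKM for the epicardial genes. Yet the hepatic and yolk sac list had a median of 0.87 at percentile 99.2, with all 3 tested genes higher in KD. These 3 are other members of the list, and 2 of them had an FPKM of at least 1 in either group. On the log2(FPKM + 1) scale that list lay at percentile 96.0, so a trace of such tissue remains open. Subtracting the trend with transcript length left the epicardial median at 1.06. More epicardial or mesothelial cells in the KD ventricles may account for the rise, but a second list of mesothelial genes does not settle this. It lay at percentile 87.7, and at 97.1 with the length trend subtracted, both inside the central 95% but the latter close to its bound. Of its 7 tested genes 5 were higher and 2 lower in KD. Of these, 1 was called, Ezr (log2 fold change 0.49, q = 0.0223 in the authors' deposited table). Ezr was already known to be called when the list was composed. In that list Krt8, Krt18 and Krt19 have a high level in WT that would hide a small share. Whether cells attached at dissection, an earlier epicardial covering or a change of expression within cells is behind the rise cannot be told apart, since each goes with the groups.

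Atrial markers were higher in KD, with a median log2 fold change of 0.53 over 6 genes, at percentile 98.9, and 1 gene, Nr2f2, called. The rise rests on Nr2f1, Nr2f2 and Vsnl1. On the log2(FPKM + 1) scale the list lay at percentile 97.3, inside the central 95%. Over genes with an FPKM of at least 1 in either group it had a median of 0.96 over 5 genes at percentile 99.97, and with the length trend subtracted, chosen after seeing the data, a median of 0.55 at percentile 99.3. The other 3 genes had a median log2 fold change of 0.0787. Atrial tissue attached to the ventricles and a change within the ventricle cannot be told apart here, since no atrial sample is at hand to compare the levels with.

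Transcription factors with neighbouring lncRNAs had a median log2 fold change of 0.18 over 12 genes, at percentile 99.7, with 1 gene called, Irx5. Without the genes that are also in the epicardial, atrial and trabecular lists the remaining 9 had a median of 0.14 at percentile 97.8, just past the upper bound of the central 95%. That a value this close to the bound leaves the test undecided was settled after the value had been seen; read by the bound alone, shared genes would not account for the whole shift. Shared genes and a shift of the whole list cannot be told apart, since the remaining list lies so near the bound.

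Immediate early genes had a median log2 fold change of 0.17 over 7 genes, at percentile 97.6, with 6 genes higher and 1 lower in KD. In the authors' deposited table Egr1 rose (log2 fold change 0.92) and Atf3 fell (-0.85), both with q below the threshold. Of Fos, Jun, Junb, Ier2 and Dusp1, 0 were past an FDR of 0.10. With the length trend subtracted, chosen after seeing the data, the list lay at percentile 96.2, inside the central 95%, while it stayed above the bound on the log2(FPKM + 1) scale and over genes with an FPKM of at least 1 in either group. With the 2 called genes in opposite directions, a difference in handling before lysis and an effect of the knockdown cannot be told apart.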

How the results depend on the processing

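The called genes are those of the authors' test, so the alternatives change thresholds, filters and lists, not the test. No paired analysis was possible because the table holds no values for single embryos. For the same reason no model was fitted to single embryos, so the alternatives of such a fit (without each replicate, with the replicate number as a block, with another pseudocount in the fit, and with no filter) were not run, nor was the principal component analysis, and other splits of the 6 samples could not be counted. Tbx5ua has no alternatives here.

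The 212 called genes (128 higher, 84 lower) became 122 (70 higher, 52 lower) at an FDR below 0.05, and 75 (55 higher, 20 lower) with an absolute log2 fold change of at least 1, both by construction. With the adjustment over genes with an FPKM of at least 5 in either group there were 138 (83 higher, 55 lower), with 7905 genes tested, and 136 of these were among the 212. The share of higher genes was 60.4% and rose to 73.3% with the fold change criterion. With an FPKM of at least 1 in either or both groups the counts were 200 and 162, and leaving out genes with a shared locus, chosen after seeing the data, gave 213, of which 202 were among the 212.

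The enrichment of the heart development list kept its direction and stayed under 0.05 in each alternative, with odds ratios from 5.60 to 14.4 and one-sided Fisher's exact p-values from 1.05e-08 to 0.00176. The count of called structural genes was 0 under each threshold and filter, and 1 with the Reactome set and 1 with the calcium handling genes added, because these add other genes. The correlation of the group values moved from 0.988 to 0.985 with a pseudocount of 0.1, to 0.972 over genes with an FPKM of at least 1 in either group and to 0.971 by rank; with no spread between embryos, any change at 2 decimals was counted. The log2 fold change of Tbx5 stayed between -0.14 and -0.13.

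The number of lists outside the central 95% of random lists was 8, and 7 to 8 under the alternatives. The median of the heart development list, near 0, went from 0.00 to -0.00388 with the median of all genes subtracted, a change of sign by construction. Of the other list values 4 became weaker and 1 stronger. The unknown depth limits what can be said of genes with low FPKM.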

Differences from the paper's values

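The paper states that no structural gene important for cardiomyocyte contraction changed, and its text does not list the genes. With the list set before the data were examined, 0 of 31 tested genes were called at an FDR below 0.10. With the Reactome set for striated muscle contraction in its place, also set before the data were examined, Actn3 was called, with 1.95 FPKM in WT, 4.19 FPKM in KD and q = 0.0822 in the authors' deposited table. With calcium handling genes added, Pln was called, with 104 FPKM in WT, 183 FPKM in KD and q = 0.00939 in the authors' deposited table.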

Other observations

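Tbx5, Nppa and the lists named by their medians and percentiles below, other than the added ones, were chosen before the data were examined. All tests of explanations here, and the added lists of megakaryocyte, heat shock and stretch-responsive genes, were chosen after the called genes had been seen. For Ddx3x, for the lists of other megakaryocyte, heat shock and stretch-responsive genes and for gene length, what each explanation would show was set down before the values of these tests were seen. It was then already known that no member of these 3 lists was called at an FDR below 0.10, so the lists bear on the direction of uncalled genes only.

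In the RNA-seq embryos the authors' deposited table gives Tbx5, on chromosome 5 from 119834663 to 119885218, 17.2 FPKM in WT and 15.7 FPKM in KD, a log2 fold change of -0.14 with q = 0.826. For Nppa, whose pattern the paper examined by in situ hybridization in other embryos, the authors' deposited table gives 2588 FPKM in WT and 2967 FPKM in KD, a log2 fold change of 0.20 with q = 0.754. A total over the ventricle does not show where a transcript lies.

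The lists not described above gave these median log2 fold changes and percentiles among random lists: calcium handling 0.03 (percentile 62.1), heart development 0.00 (49.7), Tbx5 locus -0.16 (13.9), endocardial 0.13 (95.2), erythroid 0.31 (99.97), hepatic and yolk sac 0.87 over 3 tested genes (99.2), outflow and second heart field -0.37 (3.95), trabecular 0.20 (96.9), compact 0.13 (90.1), pluripotency -0.18 over 1 gene (29.2), sex linked 0.18 (87.2), hypoxia and glycolysis 0.05 (63.1), cell cycle -0.19 (0.09) and p53 targets -0.09 (24.4). None of the 5 neural crest and pharyngeal genes was tested. The hepatic and yolk sac list lay inside the central 95% on the log2(FPKM + 1) scale (percentile 96.01). It also did so over the 2 genes with an FPKM of at least 1 in either group (96.04), but not with the length trend subtracted (98.7). The trabecular list lay just past the upper bound on the log2(FPKM + 1) scale (97.54). It lay at 97.25 with the FPKM filter and at 88.0 with the length trend subtracted.

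The structural contraction list was shifted down as a whole without a called gene, and the cell cycle list lay lower with all 8 genes lower in KD. With the trend with transcript length subtracted, which was chosen after seeing the data, the structural list stayed at percentile 0.18 and the cell cycle list at 1.07. No biological explanation was tested for either shift. A lower share of cardiomyocytes, weighed above for the epicardial rise only, remains open for the structural list.

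Among called genes with a known length, the median transcript length was 3107 bases for the 121 higher and 4017 bases for the 82 lower in KD. Over 12375 genes that were not called, the Spearman correlation of log2 fold change and transcript length was -0.13 across genes, just past the bound of -0.1 set for a general trend. A trend of this kind may come from library amplification or RNA quality, which could not be examined per embryo.

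The Y-linked gene Ddx3y rose from 3.80 to 7.23 FPKM in the authors' deposited table, with q = 0.00939. A different number of male embryos is argued against by the other 3 Y-linked genes, whose median log2 fold change was 0.0545. Its X-linked copy Ddx3x went from 55.3 to 49.8 FPKM in the authors' deposited table, with q = 0.749. The change of Ddx3x, -5.48 FPKM, is larger in size than the 3.44 FPKM that Ddx3y gained. A fixed share of Ddx3x reads assigned to the wrong copy would fall along with Ddx3x, not raise Ddx3y. Wrongly assigned reads could account for the rise only if their share differed between the groups, which was not tested. That case cannot be told apart from a change of Ddx3y itself.

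The platelet genes Pf4 and Tubb1 rose in the authors' deposited table (log2 fold changes 1.17 and 1.62). A list of 10 other megakaryocyte genes had a median of 1.00, at percentile 100, with all 10 higher in KD and 7 at an unadjusted p under 0.05. Their levels are low, with a median of 2.91 FPKM in KD. A rise of blood as a whole by as much is argued against by the embryonic globins Hbb-y, Hbb-bh1 and Hba-x, with a median log2 fold change of -0.0273. The erythroid list, which holds these globins, had a median of 0.31 at percentile 99.97, with 5 of 7 genes higher in KD and the highest at 0.47, so a smaller rise of blood cells remains open. More megakaryocytes in the KD ventricles is a candidate explanation, and whether they were retained at dissection or reflect the embryo was not tested.

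The heat shock genes Hspa1a, Hsph1 and Dnajb1 fell in the authors' deposited table (log2 fold changes -2.36, -0.72 and -0.48). A list of 6 other tested heat shock genes had a median of -0.27, at percentile 0.01, with all 6 lower in KD and 2 at an unadjusted p under 0.05, and it stayed at percentile 0.01 with the length trend subtracted. A heat shock response that differed between the groups may account for this. Handling of the embryos and an effect of the knockdown both remain open.

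Ankrd1 (log2 fold change -0.59), Nppb (-0.43), Tagln (-0.61) and Flnc (-0.59) were lower in KD in the authors' deposited table. Tagln shares its locus in the table with Pcsk7 and Rnf214. Lower activity of serum response factor and its stretch-dependent cofactors would lower other targets, but a list of 11 had a median of -0.08 at percentile 10.9, with 7 lower and 4 higher and 2 at an unadjusted p under 0.05. With the length trend subtracted the median was -0.03 at percentile 45.5. These targets show no shift beyond random lists, but a median near 0 over genes that go both ways does not exclude the explanation.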
